# A tissue-engineered model of the blood-tumor barrier during metastatic breast cancer

**DOI:** 10.1186/s12987-023-00482-9

**Published:** 2023-11-03

**Authors:** Raleigh M. Linville, Joanna Maressa, Zhaobin Guo, Tracy D. Chung, Alanna Farrell, Ria Jha, Peter C. Searson

## Abstract

Metastatic brain cancer has poor prognosis due to challenges in both detection and treatment. One contributor to poor prognosis is the blood–brain barrier (BBB), which severely limits the transport of therapeutic agents to intracranial tumors. During the development of brain metastases from primary breast cancer, the BBB is modified and is termed the ‘blood-tumor barrier’ (BTB). A better understanding of the differences between the BBB and BTB across cancer types and stages may assist in identifying new therapeutic targets. Here, we utilize a tissue-engineered microvessel model with induced pluripotent stem cell (iPSC)-derived brain microvascular endothelial-like cells (iBMECs) and surrounded by human breast metastatic cancer spheroids with brain tropism. We directly compare BBB and BTB in vitro microvessels to unravel both physical and chemical interactions occurring during perivascular cancer growth. We determine the dynamics of vascular co-option by cancer cells, modes of vascular degeneration, and quantify the endothelial barrier to antibody transport. Additionally, using bulk RNA sequencing, ELISA of microvessel perfusates, and related functional assays, we probe early brain endothelial changes in the presence of cancer cells. We find that immune cell adhesion and endothelial turnover are elevated within the metastatic BTB, and that macrophages exert a unique influence on BTB identity. Our model provides a novel three-dimensional system to study mechanisms of cancer-vascular-immune interactions and drug delivery occurring within the BTB.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-023-00482-9.

## Introduction

Brain metastases occur in 10–20% of adult cancer patients, with breast cancer representing the second most common primary tumor source [1]. Patients with brain metastases display poor prognosis with short survival and substantial neurological deterioration. The formation of brain metastases is a multi-step process: following intravasation into circulation, tumor cells are arrested by occlusion or adhesion in the cerebrovasculature, extravasate into the perivascular space surrounding the blood–brain barrier (BBB), and proliferate in a metastatic niche [2]. During colonization, metastatic tumor cells create a microenvironment that transforms the BBB into the blood-tumor barrier (BTB) [3].

There are several factors that make studies of the BTB challenging: (1) the scarcity of human tissue (particularly in early stage disease), (2) the use of in vivo rodent models (based on cardiac injection of brain-seeking cancer cell lines) which may not mimic the characteristics of the human BBB, and (3) the lack of physiologically accurate in vitro models [3]. Fabrication of three-dimensional (3D) tissue-engineered models overcomes some of these challenges by using human cells within microenvironments that better mimic the BTB (e.g. shear stress, cell–matrix interactions, cancer-endothelial interactions) [4–7]. While self-organized microvascular network models have enabled detailed studies of tumor cell extravasation [8], these models have not been able to mimic late-stage phenotypes within the metastatic BTB. Direct templating approaches enable co-culture of cancer cells or cancer spheroids proximal to microvessels while enabling live-cell imaging of tumor-vessel interactions [9–12]; however, to date this approach has not been used to study the BTB phenotype.

To visualize BTB interactions, we created a model by combining single cell suspensions or spheroids of human metastatic breast cancer cells displaying brain tropism with tissue-engineered microvessels formed from induced pluripotent stem cell (iPSC)-derived brain microvascular endothelial-like cells (iBMECs). Our model decouples the complex cell–cell interactions occurring within the metastatic niche between cancer cells, BMECs, perivascular cells, and immune cells. While the influence of cell types (i.e. astrocytes and pericytes) on BTB properties has been studied in animal models [13, 14], the direct effects of cancer cells on brain endothelium in the absence of supporting cells has not been explored. To characterize how cancer cells transform the BBB, we first constructed models with either single cells or cancer spheroids embedded in a hydrogel matrix surrounding a cylindrical 150 μm diameter microvessel. We found that single metastatic cancer cells displayed heterogenous survival and limited growth, while cancer spheroids displayed stable growth over 6 days. Using the spheroid model, we: (1) assessed microenvironmental regulation of cancer growth within in vitro metastatic lesions, (2) explored the dynamics of vascular co-option and mosaic vessel formation by cancer cells, (3) determined the dynamics of BTB permeability to antibodies, (4) assessed changes in gene expression and function of the BBB and BTB endothelium, and (5) characterized the role of macrophage co-culture on BTB phenotype. Our tissue-engineered model provides new insight into changes in BTB phenotype during metastatic breast cancer, which may motivate new therapeutic approaches.

## Materials and methods

### Cell culture

The human JIMT-1-BR cell line (HER2 + , ER/PR −) was developed in the Steeg lab (NCI, Bethesda, MD) [15]. Briefly, JIMT-1-BR cells were established by three passages in vivo from intracardiac injection of cancer cells from a HER2 + Trastuzumab-resistant breast cancer patient [15, 16]. JIMT-1-BR cells were cultured in basal cancer medium: DMEM high glucose medium supplemented with 2 mM L-glutamine (ThermoFisher), 10% fetal bovine serum (Sigma), and 1% pen-strep (ThermoFisher). Cells were routinely passed using 0.25% trypsin EDTA (ThermoFisher) between passage 8 and 12, at a ratio of 1:5 on tissue-culture treated six-well plates. To form cell spheroids, 300,000 cells were passed into a well of an ultra-low attachment six-well plate (Corning) and harvested for incorporation into devices 3 days after passaging.

Brain microvascular endothelial-like cells (iBMECs) were differentiated and then cryopreserved following published protocols [17–19]. WTC iPSCs with red fluorescence protein (RFP)-labeled plasma membrane (AICS-0054 cl.91; Allen Cell Institute) were used for all experiments [20]. Cryopreserved iBMECs were freshly thawed in brain microvessel growth media: human endothelial cell serum-free media (Life Technologies) supplemented with 1% human platelet poor plasma-derived serum (Sigma), 2 ng mL^−1^ bFGF (R&D Systems), and 10 μM all-trans retinoic acid (Sigma), 1% penicillin–streptomycin, and 10 μM ROCK inhibitor Y27632 (ATCC). Cells were cultured on tissue-culture treated plates coated overnight with 50 μg mL^−1^ human placental collagen IV (Sigma) and 25 μg mL^−1^ fibronectin from human plasma (Sigma). After one-hour, medium was replaced with fresh medium, and Accutase (ThermoFisher) was used to collect adherent and viable cells.

### Blood-tumor barrier model

A tissue-engineered microvessel model of the human BBB was fabricated similar to previously reported [18]. While previous work utilized a 7 mg mL^−1^ collagen hydrogel cross-linked with genipin, here, a composite extracellular matrix (ECM) comprised of 6 mg mL^−1^ neutralized rat tail type I collagen (Corning) and 1.5 mg mL^−1^ Matrigel (Corning) (Col-Mg hydrogel) was used for all studies. This hydrogel composition avoids the use of genipin which is toxic to cells and hence cannot be used in studies where cells are seeded in the hydrogel matrix. In addition, this composition enabled robust growth of cancer spheroids (data not shown). Single cells or cancer spheroids were embedded around microvessels at ~ 150,000 cells mL^−1^ to form the BTB model. Col-Mg hydrogel was neutralized on ice, introduced into the PDMS housing around a 150 μm diameter super-elastic nitinol wire, and then gelled for 20 min at 37 °C. To prevent delamination of the collagen gel, 2% agarose was added to both sides of the hydrogel. Gelled devices were kept on ice for 3–6 h to remove air bubbles in the hydrogels before removing the wire and incubating overnight at 37 °C in basal cancer medium to equilibrate cancer cells prior to microvessel formation. iBMECs were resuspended to 1 × 10^7^ mL^−1^ in brain microvessel growth media and incubated under static conditions for 30 min to promote cell adhesion within microchannels. Afterwards, microchannels were perfused with brain microvessel growth media under a shear stress (τ) of ~ 2 dyne cm^−2^ achieved using gravity-driven flow reservoirs as previously reported [18]. After 24 h, the medium was switched to brain microvessel maintenance medium: human endothelial cell serum-free medium supplemented with 1% human platelet poor plasma-derived serum and 1% penicillin–streptomycin.

### Microscopy and image analysis

Phase contrast and epifluorescence images were collected on a Nikon TiE microscope (Nikon Instruments Inc.) with illumination provided by an X-Cite 120LEDBoost (Excelitas Technologies) at 10 × magnification on day 0 (immediately after seeding of iBMECs), and days 2, 4, and 6. Circular ROIs were used to track changes in spheroid area, fluorescence intensity, and distance from the vessel in ImageJ. From phase contrast and epifluorescence images, the frequency of two mechanisms of vascular interactions were quantified: mosaic vessel formation and vascular co-option (cancer cell migration along vessels). Vascular co-option was subdivided according to whether cell migration occurred before or after BTB degeneration. In most figures, the RFP-labeled iBMECs are pseudo-colored magenta for color blind compatibility.

### Microvessel permeability

Two compounds were used to quantify BBB permeability: (1) goat anti-rabbit IgG conjugated to Cascade Blue and (2) human anti-HER2 IgG conjugated to Alexa Fluor^®^ 647. The anti-rabbit IgG is a non-specific IgG (Invitrogen #C2764). The HER2 antibody is a research grade biosimilar for Trastuzumab (R&D #FAB9589R) which mimics the size and specificity, but not the clinical efficacy of Trastuzumab. 80 μg mL^−1^ of non-specific IgG and 20 μg mL^−1^ Trastuzumab biosimilar was added to brain microvessel maintenance medium and then perfused through microvessels for 30 min. We confirmed that antibody exposure (matching concentrations used in microvessels) for 24 h in 2D iBMEC monolayers does not alone alter barrier function of iBMECs (*p* = 0.373, unpaired t-test across *n* = 3 microvessels). Fluorescence images of each conjugated compound, iBMECs, and cancer cells, were acquired every five minutes at 10 × magnification. Images were collected as ten adjacent frames along the microvessel axis, corresponding to a total image area of 8.18 mm × 0.67 mm. ImageJ was used to reconstruct fluorescence intensity profiles over 10 min of background imaging (3 frames) and 30 min of antibody perfusion (7 frames). Permeability (P) was calculated from (d/4)(1/ΔI)(dI/dt)_0_, where d is the microvessel diameter, ΔI is the increase in fluorescence intensity due to luminal filling, and (dI/dt)_0_ is the rate of fluorescence intensity increase [18, 21]. To reduce artifacts due to interstitial flow of antibodies from the inlet and outlet ports, the permeability was calculated across 30 min of perfusion and reported as the mean value of five adjacent frames with the lowest permeability. Focal leaks of solutes were manually counted along the length of microvessels and are reported as a density relative to microvessel length (# cm^−1^). At high densities of focal leaks, adjacent leaks cannot be reasonably distinguished, and we assumed there was one focal leak per 10 × image frame.

### Quantifying solute accumulation

Following perfusion of the fluorescently-labeled molecules on day 2, no fluorescence was detected in the endothelial cells or in the surrounding matrix in BBB or BTB microvessels (i.e. no measurable permeability). Therefore, we utilized the fluorescence on day 4 (prior to the addition of dye for the permeability assay) to measure solute accumulation in three regions of interest (ROIs): the endothelium, cancer spheroids, and extracellular matrix. Solute accumulation was quantified as the ratio of fluorescence on day 4 to day 2, where values greater than one indicate accumulation. No accumulation was detected in the ECM during the 48 h of media perfusion between days 2 and 4, indicating complete fluorophore washout from hydrogels. All ROIs had an area of 2,700 µm^2^ that only contained elements of the individual environment of interest (i.e., no ROIs with spheroids and ECM).

### Endothelial cell proliferation and cell loss analysis

Phase contrast time-lapse images were captured simultaneously with fluorescence images during permeability measurements at the microvessel polar planes. In the phase contrast time-lapse images mitosis and cell loss events were identified by the emergence of daughter cells or collapse of a cell nucleus, respectively. Rates of cellular events were normalized to % h^−1^, where turnover is calculated as the difference between the rates of mitosis and cell loss.

### Immune cell and cancer cell adhesion assays

THP-1 cells (ATCC^®^ TIB-202^™^) were grown in suspension with RPMI-1640 Medium (Sigma) supplemented with 10% fetal bovine serum (Sigma) and 1% penicillin–streptomycin. THP-1 s are a human monocytic cell line derived from a patient with leukemia [22]. Singularized THP-1 s or JIMT-1-BR cancer cells were fluorescently labeled with 1 µM CellTracker^™^ Deep Red Dye (Invitrogen) for 15 min, and then resuspended at 1 × 10^6^ cells mL^−1^ in basal media. THP-1 s or cancer cells were perfused through microvessels under low shear stress (~ 0.2 dyne cm^−2^) for 10 min, before washout using high shear stress (~ 2 dyne cm^−2^) and manual counting of adhered cells.

### Confocal imaging and immunofluorescence

40 × confocal images were obtained using a swept field confocal microscope system (Prairie Technologies) with illumination provided by an MLC 400 monolithic laser combiner (Keysight Technologies) to further visualize tumor-vessel interactions. Immunofluorescence staining was performed within the microvessel device to visualize protein expression. Microvessels were washed with PBS for 5 min, fixed with 4% paraformaldehyde (Sigma) for 15 min, permeabilized with 0.1% Triton X-100 (Sigma) for 30 min, and blocked with 10% goat serum overnight at 4 ˚C. Nuclei were stained using 1:1000 DAPI solution (Invitrogen). Primary antibodies used were: rabbit anti-human PRSS3 (LSBio, #B13831) at a 1:25 dilution, and mouse anti-human ICAM1 (Abcam, #AB2213) at a 1:50 dilution. Secondary antibodies used were: goat anti-rabbit Alexa Fluor 488 (Invitrogen, #A11008), and goat anti-mouse Alexa Fluor 647 (Invitrogen, #A21235), both at a 1:200 dilution. Semi-quantitative analysis of protein expression from mean intensity projections of confocal z-stacks was conducted in ImageJ by relative fluorescence intensity of targets versus DAPI signal, and then normalized to a value of one for BBB microvessels.

### Transendothelial electrical resistance (TEER) measurements

iBMECs were seeded at a density of 1 × 10^6^ cm^−2^ onto Transwells that were treated overnight with 50 μg mL^−1^ human placental collagen IV (Sigma) and 25 μg mL^−1^ fibronectin from human plasma (Sigma). Transendothelial electrical resistance (TEER) values (Ω cm^2^) were recorded using an EndOhm (World Precision Instruments), as previously reported [23]. All measurements were performed on 6.5 mm Transwells with a 0.4 μm pore polyester membrane insert (Corning). TEER values for Transwells with no cells were subtracted from the measured values, and were then normalized to the membrane area. The effects of antibodies, cancer-conditioned medium, and co-cultured cancer cells on TEER were tested (Additional file 1: Fig. S5). The apical chambers of Transwells were exposed to identical concentrations of the fluorescently-labeled molecules as used in 3D assays for 24 h. Conditioned medium was collected from microvessels as the downstream perfusate and stored at −80 °C. The direct effects of co-cultured cancer cells on TEER were tested by seeding the basolateral chamber of Transwells with ~ 50 cancer spheroids, matching the ratio of iBMECs to spheroids used in 3D models.

### Perfusate analysis

Perfusate was collected from the downstream media reservoir following overnight perfusion and pooled across technical replicates (i.e. individual devices). An enzyme-linked lectin assay (ELLA, ProteinSimple) was used for analyte quantification at The Clinical Research Core Laboratory at Johns Hopkins Bayview campus. Analyte concentration is reported as pg mL^−1^ for BBB microvessels, BTB microvessels, and BTB + macrophage microvessels.

### Bulk RNA sequencing

To assess changes in gene expression, iBMECs in microvessels were isolated following experiments. Briefly, microvessels were washed with cold PBS for 10 min before lysing cells by perfusion with RLT buffer (Qiagen). iBMECs were completely removed from microchannels within one minute, minimizing contributions from cancer or immune cells. RNA isolation was performed using the RNeasy Mini Kit (Qiagen). Following library prep using SMART-Seq v4 (Takara, 634893), sequencing was carried out on an Illumina NovaSeq 6000 platform at the Johns Hopkins Single Cell & Transcriptomics Core with paired end 150 bp reads, generating approximately 20 million paired reads per sample. Alignment to reference genome (GRCh38) and quantification of raw read counts was performed using *Rsubread* (Version 2.0.1) [24]; normalization (rlog transformed), visualization, and differential analysis was performed using *DESeq2* (v1.28.1) [25]. Differentially expressed genes (DEGs) were determined using the Wald test with Benjamini–Hochberg correction. Pathway enrichment analysis was conducted via genome-wide ranked list comparisons using Gene Set Enrichment Analysis (GSEA, v4.1.0) for the Molecular Signatures Database (MSigDB) hallmark gene sets with 1000 permutations and a false discovery rate < 0.25; normalized enrichment score (NES) was calculated by the software [26, 27]. Data are deposited in GEO under accession number GSE214831. Findings are benchmarked to recent work profiling endothelium from human tumor samples posted under accession number GSE159851 and were processed identically as described above.

### Immune cell co-culture

Monocytic THP-1 cells were initially cultured as described above. One day after thawing, cells were treated with 50 ng mL^−1^ phorbol 12-myristate 13-acetate (PMA; Sigma) for 24 h to induce macrophage identity as evident by an adherent phenotype. This treatment induces expression of CD68, CD206, and CD204 indicative of M2-polarized macrophages [28]. Longer term exposure of THP-1 cells to PMA induces substantial cytotoxicity and fails to mimic bacterial responses [29], thus PMA was removed during long term culture. Differentiated cells were singularized using 0.25% Trypsin–EDTA (Gibco) before fluorescently labeling using 1 µM CellTracker^™^ Deep Red Dye (Invitrogen) for 20 min. Labeled macrophages were then suspended at 500,000 cells mL^−1^ in the hydrogel matrix along with cancer spheroids.

### Statistical methodology

Statistical analyses were conducted using Prism (GraphPad ver. 8). All experimental values are reported as mean ± standard deviation (SD). A student’s paired or unpaired t-test (two-tailed with unequal variance) was used for comparison of two groups; an analysis of variance (ANOVA) test was used for comparison of three or more groups with *p*-values multiplicity adjusted using a Tukey test. A one-tailed unpaired t-test was used to validate DEGs by immunofluorescence. Linear regression was conducted using least squares fitting with no constraints, where an F-test was used to determine if linear regression produced a statistically significant non-zero slope. A Gehan-Breslow-Wilcoxon test was used to compare lifespan curves across conditions. For calculations of solute accumulation, a one sample t-test was used to compare fold change in fluorescence values to a hypothetical value of 1.0 (i.e. no accumulation). Differences were considered statistically significant for *p* < 0.05, with the following thresholds: *p < 0.05, **p < 0.01, ***p < 0.001.

## Results and discussion

### Tissue-engineered 3D microvessel model of the blood-tumor barrier

Following the formation of metastatic lesions in the brain, the blood–brain barrier (BBB) displays locally altered structural and functional properties and is termed the blood-tumor barrier (BTB) [3]. To better understand the mechanisms of BTB formation and the interactions between cancer cells and brain microvascular endothelial cells (BMECs), we created a tissue-engineered model with a 150 μm diameter microvessel surrounded by brain metastatic cancer cells within a collagen I and Matrigel matrix [11, 18] (Fig. 1a, b). Both single cells and spheroids were formed using the human JIMT-1-BR cell line which displays brain tropism and is lethal in mice within 3–4 weeks following intracardiac injection due to extensive formation of brain metastases [15]. Spheroids embedded in the model mimicked sizes observed in rodent models of HER2^+^ brain metastases [30]. Microvessels were formed from iPSC-derived BMEC-like cells (iBMECs), which assemble into a confluent endothelium. For direct comparison, we also formed microvessels in the absence of cancer cells mimicking our previously reported model of the BBB [18]. All cell types were fluorescently-labeled to enable live-cell imaging: cancer cells (JIMT-BR-1 s) display stable GFP expression and iBMECs with RFP-labeled plasma membrane (Fig. 1c). To characterize the phenotype of the BTB over the course of 6 days, we utilized phase contrast and fluorescence imaging, functional assays, and analysis of gene and protein expression (Fig. 1d).

**Fig. 1:**
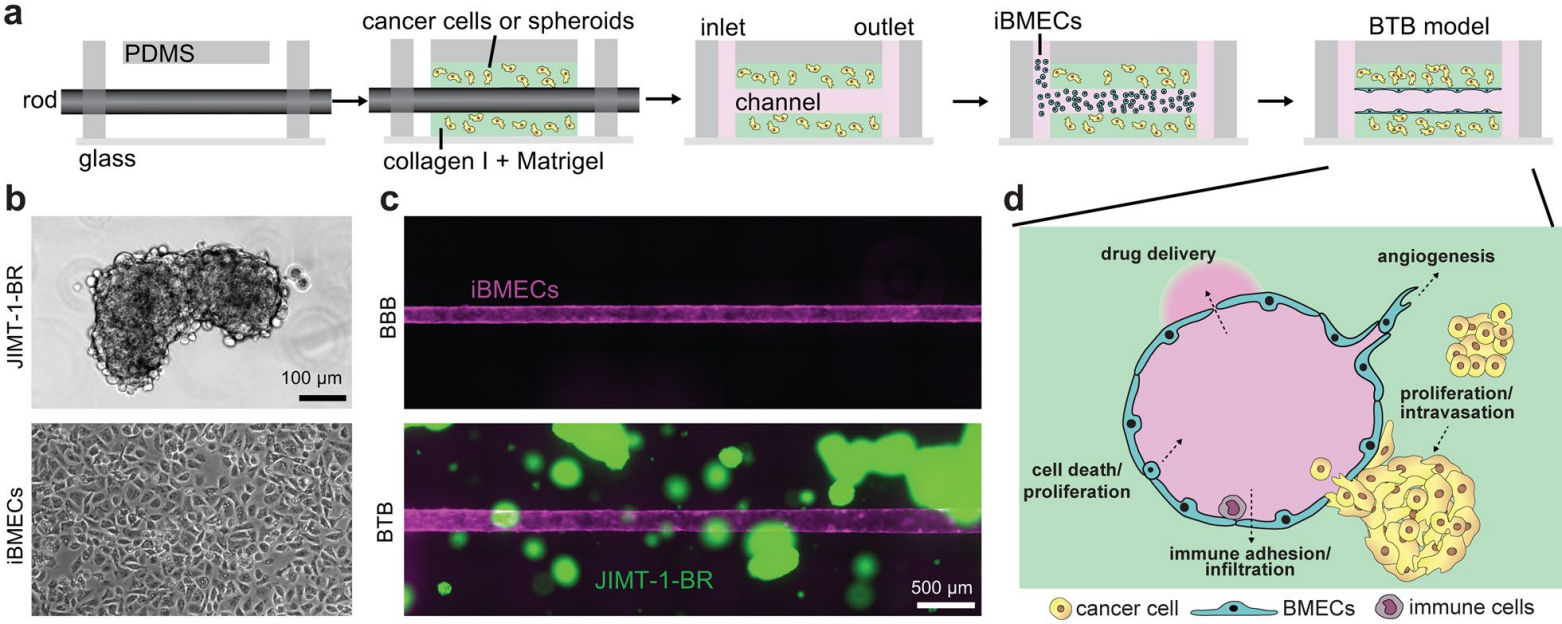
A tissue-engineered model of the blood-tumor barrier during metastatic breast cancer. **a** Schematic of model fabrication. A hydrogel matrix containing tumor cells or spheroids was formed around a template rod. After removal, the channel was seeded with iPSC-derived BMEC-like cells (iBMECs) to form a confluent monolayer. Microvessels were perfused by gravity flow at a shear stress of ~ 2 dyne cm^−2^. **b** Representative phase contrast images of metastatic breast cancer spheroids (JIMT-1-BR) and iBMECs on tissue-cultured treated plates prior to seeding into the BTB model. **c** Representative fluorescence images of the BBB microvessel model (formed by RFP-labeled iBMECs) and BTB model (formed by co-culture with GFP-labeled JIMT-1-BRs) at day 2 after iBMEC seeding. **d** Schematic of model cross-section highlighting key processes occurring within the BTB niche, including cancer cell proliferation, tumor-vessel interactions, vascular proliferation (angiogenesis) or degeneration, regulation of drug delivery, and immune cell interactions

### Microenvironmental regulation of cancer cell growth

Prior to exploring tumor-vascular interactions, we sought to understand the dynamics of cancer cell growth within our model (Fig. 2). We first formed models with single cells or spheroids homogeneously distributed in the hydrogel matrix surrounding the microvessel. Tumor cell fate was determined from analysis of the fluorescence intensity of the cells over 6 days. In devices seeded with singularized cancer cells (seeded at a similar total cell density as spheroids), the fluorescence intensity in the matrix decreased slightly over time, where only a subset of single cells survived and proliferated (Fig. 2a). These cells were randomly distributed throughout the matrix with no preference for a specific location or proximity to the microvessel. In contrast, cancer cell spheroids showed robust growth over 6 days of culture (~ twofold increase in fluorescence), significantly higher growth compared to single cells (*p* = 0.011, unpaired t-test) (Fig. 2b). Cancer spheroids maintained well-defined borders with no evidence of shedding of single cells or clusters of cells. Thus, growth of cancer spheroids could be tracked by either fluorescence intensity or by spheroid area, which were strongly correlated (r^2^ = 0.677). Analyses of brain metastases from autopsy specimens previously characterized three patterns of cancer cell invasion: (1) well-demarcated growth (51%), (2) diffuse (single cell) infiltration (32%), and (3) vascular co-option (18%), where the percentages represent relative frequencies [31]. In our model, cancer spheroids matched patterns of well-demarcated growth but also displayed vascular co-option and single cell infiltration at later time points (discussed further below).

**Fig. 2:**
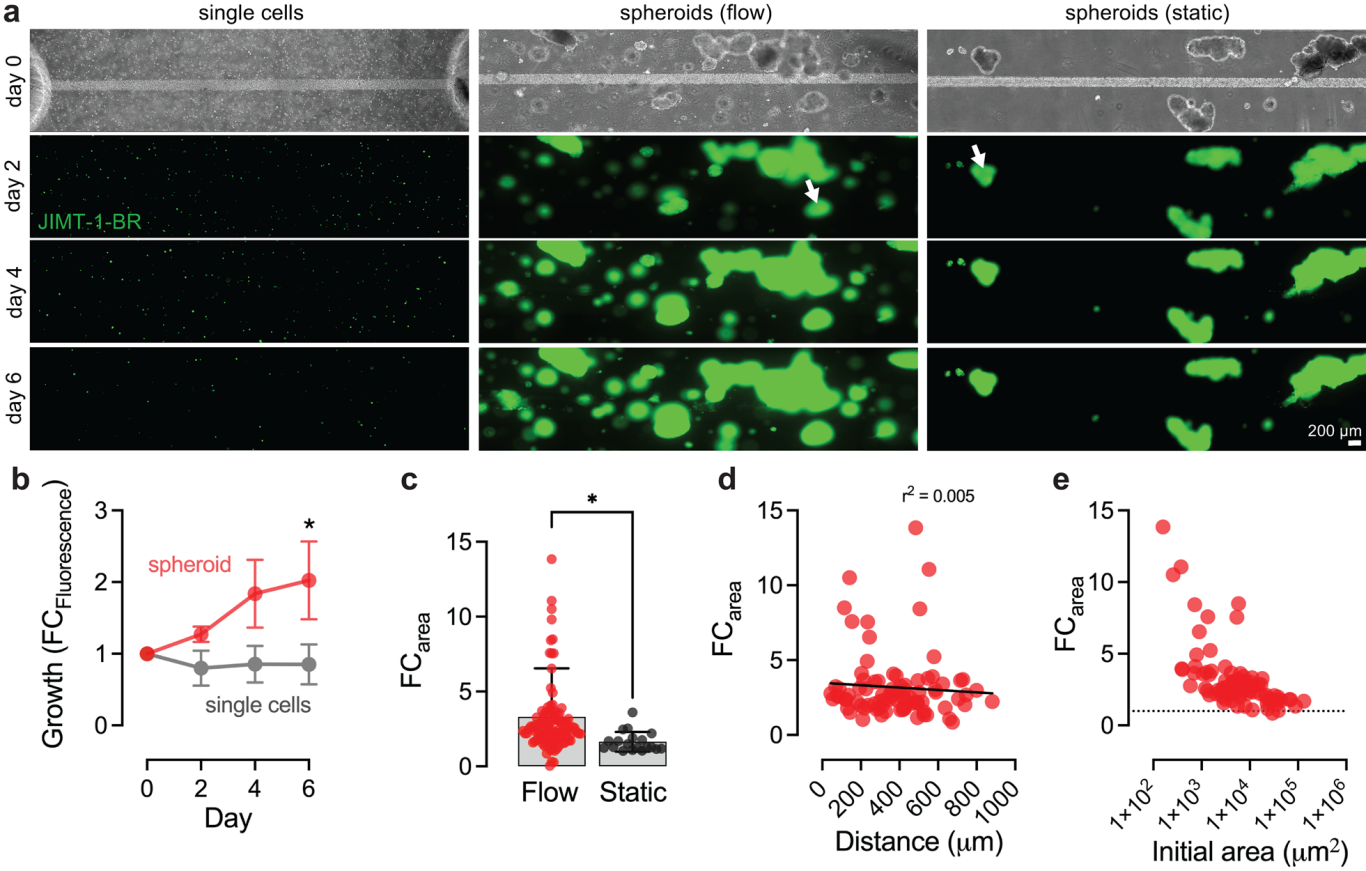
Dynamics of cancer growth within the BTB model. **a** Representative time course images of single cells, spheroids, and spheroids under static conditions in the BTB model. Day 0 images shows phase contrast, while other timepoints show JIMT-1-BRs (green). Tumor cells were seeded at an average density of 150,000 cell mL^−1^. White arrows show similarly sized spheroids at day 0 that grow only under flow conditions. **b** Spheroids showed a twofold increase in fluorescence over six days. Single cells displayed a small decrease in overall fluorescence over six days with both cell loss and proliferation. Data collected across *n* = 3 devices formed using single cells and *n* = 6 devices formed using spheroids. **c** Microvessel perfusion increased growth of cancer spheroids. Spheroid size is reported as the projected area of all spheroids in maximum intensity projections. Data collected across *n* = 85 spheroids under flow (11 independent devices) and *n* = 18 spheroids cultured under static condition (5 independent devices). **d**–**e** Relationship of spheroid growth rate to distance from microvessel and initial spheroid size. The growth rate was determined from the difference in projected area of all spheroids between days 2 and 6. Data collected across *n* = 85 spheroids from 11 independent devices. Initial spheroid area is plotted on a log scale. Data are presented as mean ± SD. *p < 0.05

We also tested the contribution of microvessel perfusion on spheroid growth rate. The growth rate was inferred from the fold change (FC) in projected area of each spheroid between days 2 and 6 (FC_area_). In the absence of flow, spheroids displayed reduced growth compared to spheroids cultured under perfusion (*p* = 0.027, unpaired t-test) (Fig. 2c). Next, we assessed the influence of proximity to the microvessel and initial spheroid size. Spheroid growth rate was independent of vascular proximity, suggesting that nutrient transport does not lead to a gradient of spheroid growth in our model (Fig. 2d). However, we did observe a significant dependence on initial spheroid size, with the growth rate increasing exponentially with decreasing spheroid area (Fig. 2e). Cancer cells within larger tumors have less access to nutrients, suggesting that spheroids recapitulated nutrient gradients observed in patient tumors [32].

### Vascular degeneration and vessel co-option within the blood-tumor barrier

Preclinical studies have shown that the BTB displays heterogeneous leakiness and hence therapeutic doses of anti-cancer agents are achieved inconsistently in most metastatic lesions [30, 33]. To better understand the barrier properties of the BTB, we conducted time-course imaging of BBB and BTB microvessels over 1 week. We first describe vascular degeneration and, in the next section, tumor—vessel interactions. The presence of cancer spheroids resulted in more rapid degeneration compared to control microvessels (Fig. 3a). We observed two modes of degeneration: (1) vascular collapse, and (2) vascular defects. Vascular collapse was most common and occurred as the endothelium physically detached from the surrounding matrix, while defect formation occurred as small holes (~ 1–5 cells) in the endothelium without changes in lumen diameter (Fig. 3a). Upon the appearance of defects or endothelium collapse, these effects quickly worsened over time as evident by widespread distribution of holes and large absence of endothelial cells at day six (Fig. 3a). We quantified the lifespan of BBB and BTB microvessels as the day on which vascular degeneration was first observed: BTB microvessels displayed a lifespan of 3.50 ± 0.23 days, while BBB microvessels displayed a higher lifespan of 5.00 ± 0.31 days (significant lower survival in BTB, *p* < 0.001, Gehan-Breslow-Wilcoxon test) (Fig. 3b).

**Fig. 3:**
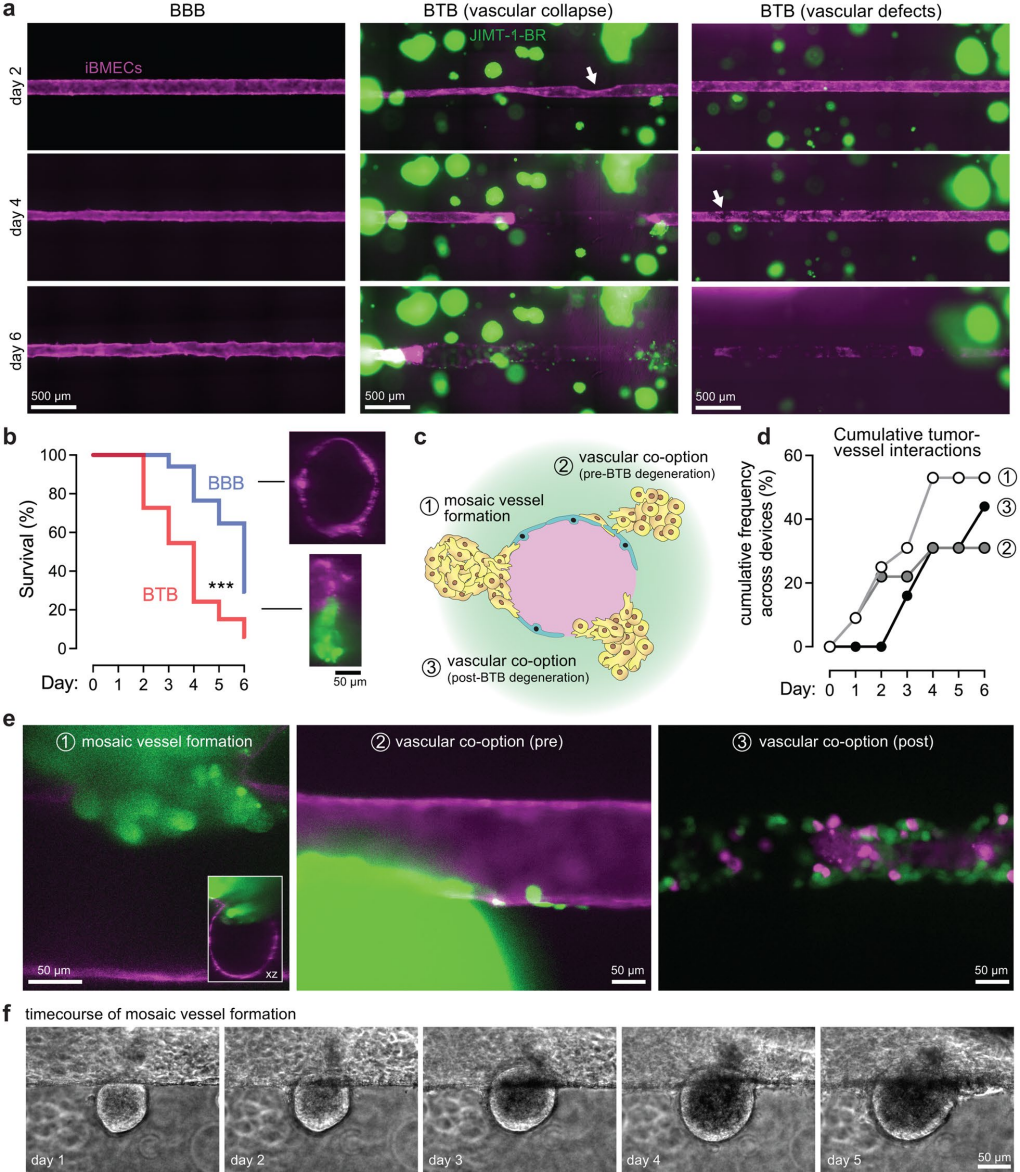
Vascular degeneration and co-option by cancer cells within in vitro metastatic blood-tumor barrier. **a** Time course images of BBB and BTB models (day 2 to day 6). Two modes of vascular degeneration (collapse and defects) were observed in the presence of metastatic spheroids. White arrows identify the locations of initial signs of vascular collapse or defect formation. iBMECs (magenta) and JIMT-1-BR (green). **b** Lifespan across *n* = 17 BBB microvessels and *n* = 32 BTB microvessels. ***p < 0.001. **c**–**d** Schematic of tumor-vessel interactions and their cumulative frequency across *n* = 32 devices. **e** Higher magnification images of tumor-vessel interactions. The inset shows the xz projection of the confocal image, while other the images are epifluorescence. Images have brightness and contrast enhanced to enable visualization of the interactions. **f** Time course imaging of perivascular tumor growth and mosaic vessel formation. See also Additional file 1: Fig. S1

### Mechanisms of tumor – vessel interactions in the BTB

Various mechanisms of tumor – vessel interactions have been observed in different settings [2, 3, 11, 34, 35]. During metastasis, extravasated cancer cells can remain in physical contact with the abluminal vessel wall and can proliferate along the basement membrane, a process termed *vascular co-option*. Extravasated cancer cells thrive in this perivascular niche due to proximity to nutrients and autocrine factors secreted by endothelial cells, while also being resistant to anti-angiogenic therapies which are effective in primary tumors, in part, due to the leaky vasculature (known as the enhanced permeability and retention effect). In *mosaic vessel formation*, cancer cells physically displace endothelial cells in the vessel wall, a process that can mediate intravasation of single cancer cells or cancer cell clusters. The growth of tumor spheroids can also locally compress the lumen of microvessels, resulting in *vessel constriction* and formation of dead-ends or string vessels. Finally, release of growth factors can attract endothelial cells to a nearby spheroid, a process termed *vessel pull*.

In our BTB model we observed only two tumor – vessel interactions: *mosaic vessel formation* and *vascular co-option*; we further subdivided vascular co-option based on whether cell migration occurred before or after BTB degeneration (Fig. 3c). Mosaic vessels formed in 53% of devices and roughly linearly increased in frequency over the initial 4 days of culture. Vascular co-option at early timepoints was directly associated with mosaic vessel formation (prior to BTB degeneration), while vascular co-option at late timepoints was directly associated with BTB degeneration (Fig. 3d). Using confocal microscopy, we confirmed that mosaic vessels were formed as evident by vascular cross-sections with cancer cells replacing endothelial cells in the vessel lumen (Fig. 3e). Migration along microvessels before and after BTB degeneration, suggests that vascular co-option can occur throughout progression of metastatic growth (Fig. 3e). Critically, directed proliferation and growth along blood vessels has been observed in autopsy specimens of brain metastases from solid cancers [31], but the spatiotemporal dynamics of this process are not well characterized. While multiphoton microscopy of brain metastasis in mice has visualized the early stages of tumor-vessel interactions when cancer cells are in close contact with blood vessels and perivascular growth occurs by vascular co-option [35], our studies suggest that cancer growth can also promote vascular degeneration. Spheroids in close proximity to microvessels displayed sustained perivascular growth and mosaic vessel formation through progressive displacement of endothelial cells (Fig. 3f). For a subset of devices, we continued perfusion for 2 weeks to determine terminal tumor-vessel interactions. We observed that mosaic vessels were formed in 100% of devices (*n* = 4) and that cancer cells, in some cases, completely replaced the endothelium (Additional file 1: Fig. S1).

### Time course of BTB barrier function

Brain metastases are typically identified using gadolinium-enhanced MRI; however, despite gadolinium permeation into these tumors, evidence suggests that the metastatic BTB is heterogeneously permeable to drugs and other compounds [3]. In pre-clinical animal studies, the distribution of many chemotherapeutics is similar to fluorescently-labeled dextrans, indicating a paracellular pathway for drug transport across the BTB [3, 30, 33]. To quantify how barrier properties change in the presence of metastatic cancer cells, we measured permeability of BBB and BTB microvessels by co-perfusion with non-human-specific immunoglobulin G (IgG; Cascade blue-conjugated) and anti-HER2 IgG (Alex Flour-647-conjugated). Anti-HER2 IgG is a research grade biosimilar of Trastuzumab (Herceptin®), which is widely used for treatment of human epidermal growth factor receptor 2 (HER2)–positive metastatic breast cancer [36].

From time-lapse fluorescence images, we found that both BBB microvessels and BTB microvessels displayed negligible permeability to antibody at early time points (day 2) (Fig. 4a). However, after 4 days of culture, BTB microvessels were uniquely leaky to antibodies, matching observations of physical degeneration and formation of defects in the endothelium. While limited sites of leakage were observed at day 2 for both model types and day 4 for BBB microvessels, ~ 10 leakage sites per cm were observed in BTB microvessels, representing a significant increase compared to controls (*p* = 0.027, unpaired t-test) (Fig. 4b, Additional file 1: Fig. S2a).

**Fig. 4:**
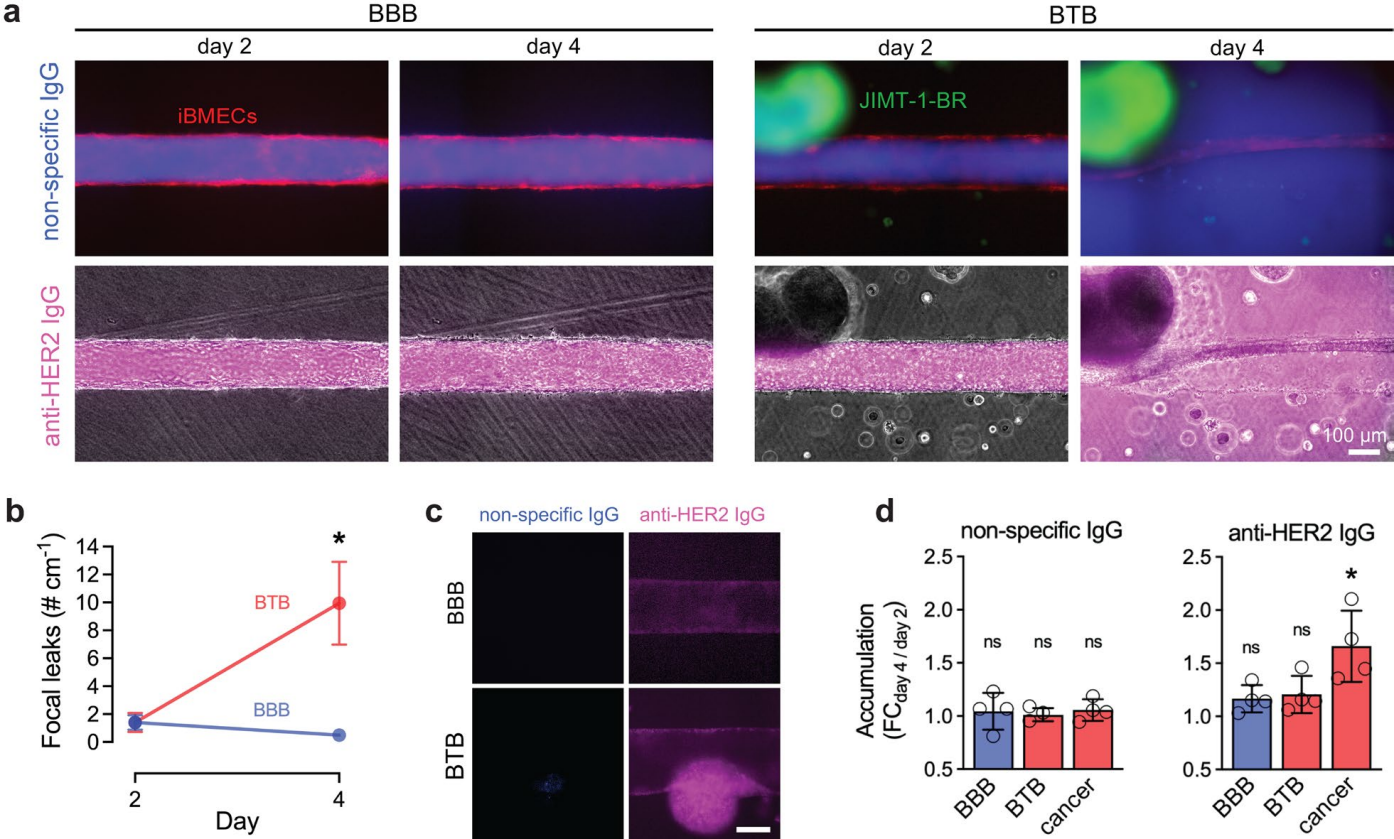
Antibody permeability and accumulation dynamics within an in vitro metastatic blood-tumor barrier model. **a** Representative images of antibody permeability with and without cancer cells. Images are at 30 min after perfusion with non-specific or anti-HER2 IgG in BBB and BTB microvessels. iBMECs (red), non-specific IgG (blue), anti-HER2 IgG (magenta), JIMT-1-BR (green). **b** Quantification of focal leaks between BBB and BTB microvessels over time (*n* = 4–5 independent microvessels per condition). **c** Representative images of antibody accumulation within the BBB and BTB at day 4. Images are normalized to day 2 fluorescence. **d** Quantification of antibody accumulation across BBB endothelium, BTB endothelium, and cancer spheroids (*n* = 4 independent microvessels per condition). Data are presented as mean ± SD. *p < 0.05. See also Additional file 1: Fig. S2

To probe pathways for transport, we measured the accumulation of the two compounds in the endothelium and cancer spheroids (Fig. 4c, d). Following 30-min perfusion with IgG or anti-HER2 IgG, microvessels were perfused in the absence of antibody for 2 days prior to reassessing permeability. This washout period enabled us to determine how antibodies accumulated across conditions and locations. Critically, these experiments were conducted prior to degeneration of BTB or BBB microvessels, so that accumulation in cancer cells or spheroids, or endothelial cells, resulted from transport at day 2 of initial exposure to the IgGs. We found that non-specific IgG did not accumulate in endothelial cells or cancer cells (*p* > 0.05 for all compartments as tested by a one sample t-test to a hypothetical value of 1.0); however, anti-HER2 IgG was significantly accumulated in cancer spheroids (*p* = 0.029), without significant accumulation in the endothelium of BBB or BTB microvessels (*p* = 0.081 and 0.099) (Fig. 4c, d). HER2 antibody–drug conjugates (ADCs, 198 kDa) are able to cross the BTB in vivo but not 3 kDa dextran [37]. In vitro studies have suggested that uptake is limited to a subset of endothelial cells that support an endocytic transcellular pathway for transport [37]. Our results corroborate these findings, suggesting that Herceptin but not dextran can accumulate in the endothelium of the BTB and subsequently accumulate within perivascular metastatic tumors, even prior to paracellular barrier breakdown which is highly heterogeneous within metastatic lesions in vivo. Similar experiments were conducted using fluorescently-labeled 3 kDa dextran and fluorescently-labeled bovine serum albumin (BSA) (data not shown); paracellular focal leaks were also increased in BTB models at day 4 for these two solutes. Albumin accumulated in both cell types (endothelial and cancer), without significant differences between BBB and BTB microvessels, while 3 kDa dextran displayed no intracellular accumulation.

### Metastatic BTB displays unique gene expression

The full repertoire of tumor-vessel interactions at the BTB is not well understood as most studies focus on functional assays such as permeability. To characterize changes in the BTB with genome-wide resolution, we performed transcriptomic profiling of iBMECs within BBB and BTB microvessels using bulk RNA sequencing. 

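Bulk RNA was sequenced from 3 BBB and 3 BTB libraries, collected on day 2. BBB microvessels hold iBMECs alone, differentiated from a human iPSC line with an RFP-labelled membrane. BTB microvessels are surrounded by spheroids of JIMT-1-BR, a HER2-positive breast cancer line, seeded at 150000 cells per mL in a hydrogel of 6 mg/mL collagen I and 1.5 mg/mL Matrigel. The channels were washed with PBS and perfused with lysis buffer, and the methods state that the iBMECs were removed within 1 min. The authors prepared libraries with SMART-Seq, aligned the reads to GRCh38, counted them per gene with Rsubread and tested the counts with DESeq2. The deposited table used here holds FPKM, which are fragments scaled by gene length and library size, made by the authors, and the paper's text does not name the tool of that step. FPKM of short RNA genes fall on whole multiples of what 1 read is worth, which gives the scale behind each library. In units of 1e6 fragments it was 70.02, 70.18 and 86.27 in BBB replicates 1 to 3 and 69.63, 103.06 and 79.85 in BTB replicates 1 to 3. FPKM are not counts, so groups were compared with limma on log2(FPKM + 1), in 1 fit over these 6 libraries and the 3 libraries of BTB microvessels with macrophages. The fit covered 13259 genes with an FPKM of at least 1 in at least 3 of the 9 libraries, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold. Fold changes on this scale understate the change of genes with low FPKM. Textbook gene lists were set before the data were examined but after the paper's table of differentially expressed genes had been seen, so they are not independent of its outcome. Levels are mean FPKM ± SD (n = 3). The p-values measure the spread between samples, given in the legend of Fig. 5 as 3 microvessels per group. This spread is pooled over all 9 libraries, so that of the libraries with macrophages also enters the comparison of BTB with BBB. Those libraries lay farthest from each other (mean distance 90.29, against 71.33 within BBB and 71.71 within BTB).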

A day two timepoint was chosen to identify changes in BTB phenotype prior to BTB degeneration, mosaic vessel formation, and vascular co-option. This approach minimized cancer cell contamination as we lysed endothelial cells in microvessels that did not display mosaic vessels.

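Cancer-testis antigens, germline genes that many tumors switch on, were listed at 0 in every BBB library for 13 of 15 tested members and several were abundant in BTB microvessels. MAGEC2 (chromosome X of GRCh38, 142202342 to 142205290) measured 22.8 ± 0.955 FPKM (SD, n = 3) in BTB microvessels, with an adjusted p of 0.000479 from limma. MAGEA6 (chromosome X, 152766136 to 152769689) measured 30.2 ± 12 FPKM in BTB microvessels (adjusted p = 0.000755). MAGEA3, CSAG1 and MAGEA12 also rose from 0, to 6.08 ± 2.44, 12.8 ± 8.42 and 10.1 ± 2.68 FPKM (adjusted p = 0.0132, 0.0107 and 0.0296). MAGEA3 and MAGEA6 are nearly identical in sequence, so how their reads divide between them is uncertain. MAGEC2 and MAGEA6 passed with each library left out, while CSAG1 lost its call without BTB replicate 1 (adjusted p = 0.0676) or 3, MAGEA3 without BBB replicate 2 or 3 or BTB replicate 1 (0.0862) or 3, and MAGEA12 in 7 of 9 such fits (at most 0.153, without BTB replicate 1). In all, 5 of 15 tested members (37 listed) were higher, none was lower and 10 did not pass (9 higher when adjusted over the list alone). LAGE3, a member that the iBMECs also express, measured 28.7 ± 6.92 FPKM in BBB and 37.2 ± 2.42 in BTB microvessels (adjusted p = 0.534). As a list the antigens were higher than other genes by limma's camera with a preset correlation of 0.01 (adjusted p = 1.13e-12), a call that was lost at an adjusted p of 0.149 with an estimated correlation. By limma's fry, which does not compare a list with other genes, the antigens passed (adjusted p = 0.0304). A member at 0 in every BBB library could reach the filter only through libraries with cancer cells. The share of members higher and these list tests were therefore partly set by the filter. In BTB against BBB fry passed 12 of 32 lists, where camera with an estimated correlation passed 0. The mean log2 value over the list was 0.5951, 0.4803 and 0.4926 in BBB replicates 1 to 3 and 2.528, 2.131 and 2.642 in BTB replicates 1 to 3.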

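SLPI, a secreted protease inhibitor of epithelia (chromosome 20 of GRCh38, 45252239 to 45254564), had the largest increase among genes past the threshold with at least 5 FPKM and no overlap between libraries. It rose from 0.0519 ± 0.0898 to 325 ± 70.2 FPKM (SD, n = 3), a log2 fold change of 8.26 (standard error 0.429, adjusted p = 1.58e-06 from limma). CHCHD2, a mitochondrial protein gene on chromosome 7 (56101573 to 56106476), followed at 113 ± 31.2 against 0.0117 ± 0.0202 FPKM (log2 fold change 6.78). Next came ADIRF (144 ± 68.9 FPKM in BTB), the retinaldehyde dehydrogenase ALDH1A3 (94.5 ± 30.6), the homeobox gene BARX1 (81.9 ± 31.6, listed at 0 in BBB), the basal keratin KRT5 (55.8 ± 25.3) and ARL14EPL (53.3 ± 22.9, listed at 0 in BBB). The small noncoding RNAs SNAR-B2 (1030 ± 306), SNAR-A1 (73.9 ± 20) and SNAR-A3 (83.6 ± 16.2) were also among the 10 largest, but their many copies are nearly identical, so the level of each copy is uncertain. PPP2R2B, a phosphatase subunit (chromosome 5, 146580742 to 147081520), fell the most, from 18.2 ± 4.74 to 2.36 ± 0.908 FPKM (log2 fold change -2.53, standard error 0.373, adjusted p = 0.00418). Somatostatin (SST) fell from 57.8 ± 5.44 to 14.9 ± 5.06 FPKM and ID2, an inhibitor of helix-loop-helix transcription factors, from 118 ± 21.9 to 37.3 ± 5.7 FPKM. The noncoding RNA PCAT14, SEMA5B, SLC16A9, CRABP1, C2orf15, NXPH4 and DDIT4L completed the 10 largest decreases, with log2 fold changes of -2.40, -2.16, -2.11, -2.01, -1.85, -1.74 and -1.63. With 1 library left out, ID2 lost its call without BBB replicate 1 (adjusted p = 0.0515), and SEMA5B, CRABP1, C2orf15, NXPH4 and DDIT4L each kept theirs in 4 of 9 fits (at most 0.162 without BBB replicate 3, 0.12 without BBB replicate 2, 0.109 without BTB replicate 1, and 0.0934 and 0.125 without BBB replicate 2). Of 38 tested genes labelled in the volcano plot of Fig. 5a, 19 were higher and 2 (TBX3 and HEY1) were lower (32 and 4 when adjusted over the list alone); the study chose them on these samples, so they are not independent evidence. They include PPARG (15.9 ± 1.94 FPKM in BTB, adjusted p = 0.00317), IL13RA2 (21.7 ± 10.9, adjusted p = 0.00197) and TBX3, which fell from 37.6 ± 3.71 to 15 ± 4 FPKM (adjusted p = 0.0119; lost without BBB replicate 1 or 2 or BTB replicate 1 or 3, at most 0.0676, without BTB replicate 1). Over all 13259 genes, 229 were higher and 35 lower in BTB microvessels by limma (1215 and 654 at an unadjusted p under 0.05), and 55 of the 229 had a mean below 0.1 FPKM in BBB. BBB and BTB libraries did not overlap for 23.98% of genes, against 10% by chance. The first principal component of the 500 most variable genes, which held 70.1% of the variance over all 9 libraries, placed BBB replicates at -35.76, -37.77 and -35.52 and BTB replicates at 21.31, 8.149 and 12.69. The 229 became 729 with array weights, 463 with only these 6 libraries fitted, 143 with no intensity trend and 31 with no filter on low genes, and the 35 became 237, 106, 28 and 6. With 1 library left out the number higher was 143, 82 and 112 without BBB replicate 1, 2 and 3, 71, 133 and 107 without BTB replicate 1, 2 and 3, and 362 and 560 without replicate 2 and 3 of the microvessels with macrophages. In the same order of libraries the number lower was 10, 13 and 11, 15, 11 and 16, and 61 and 128.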

We observed distinct clustering of BBB and BTB endothelium using principal component analysis (PCA) (Additional file 1: Fig. S3a) and identified 988 BTB-enriched and 480 BBB-enriched transcripts (Fig. 5a). To validate these findings, we conducted semi-quantitative immunofluorescence for three proteins: serine protease 3 (*PRSS3*), intracellular adhesion molecule 1 (*ICAM1*), and k-ras (*KRAS*). BTB enrichment was confirmed at the protein level for serine protease 3 (*p* = 0.022, unpaired one-tailed t-test) and intracellular adhesion molecule 1 (*p* = 0.048), while a non-differentially expressed transcript (*KRAS*) maintained similar protein expression between both models (*p* = 0.187) (Fig. 5b, Additional file 1: Fig. S2c). 

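PRSS3, which encodes mesotrypsin, a serine protease (Entrez 5646, chromosome 9 of GRCh38, 33750679 to 33799231), was almost unread in BBB microvessels and abundant in BTB microvessels. Its level was 0.00578 ± 0.01 FPKM in BBB and 30.2 ± 7.99 FPKM in BTB (SD, n = 3), a log2 fold change of 4.92 (standard error 0.543, adjusted p = 0.000479 from limma). ICAM1, the leukocyte adhesion receptor (Entrez 3383, chromosome 19, 10271120 to 10286615), measured 2.81 ± 2.89 FPKM in BBB and 17.9 ± 7.08 FPKM in BTB. This log2 fold change of 2.55 had a standard error of 0.65 and an adjusted p of 0.0686, so it did not pass over all genes tested. KRAS, a small GTPase (Entrez 3845, chromosome 12, 25205246 to 25250929), measured 26 ± 5.73 and 26.9 ± 3.7 FPKM, a log2 fold change of 0.06 (standard error 0.306, adjusted p = 0.96). Of the 3 genes, 1 was higher and 2 did not pass (2 higher when adjusted over the list alone); the study chose them on these samples, so the count is not independent evidence. PRSS3 passed with each of the 9 libraries left out (adjusted p from 1.26e-05 to 0.00757). ICAM1 passed with array weights or only the BBB and BTB libraries fitted, and without BBB replicate 1 or without replicate 2 or 3 of the microvessels with macrophages (adjusted p from 0.021 to 0.259 over the libraries left out). With the replicate number as a block it also passed (adjusted p = 0.0213), though the numbers are not known to mark a shared batch.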

To predict phenotypic differences between the BBB and BTB, we conducted gene-set enrichment analysis (GSEA) on Hallmark gene sets (Fig. 5c, Additional file 1: Fig. S4). 

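BST2, an interferon-stimulated gene whose product tethers budding virus to the cell, rose from 9.34 ± 5.93 FPKM in BBB to 144 ± 73.7 FPKM in BTB microvessels (SD, n = 3; log2 fold change 3.86, standard error 0.397, adjusted p = 0.000397 from limma). SAMD9 rose from 0.0349 ± 0.0605 to 9.91 ± 2.03 FPKM (adjusted p = 0.00033), the RNA sensor IFIH1 reached 7.24 FPKM (adjusted p = 0.0108), and OASL went from 0 in every BBB library to 24.3 ± 7.65 FPKM (adjusted p = 0.000461). ISG15, a ubiquitin-like protein and the most abundant member, rose from 62 ± 51.7 to 466 ± 351 FPKM (adjusted p = 0.0334), and IFI6 measured 20.4 ± 13.5 and 335 ± 368 FPKM (adjusted p = 0.0578). In all, 12 of 36 tested interferon-stimulated genes were higher and 24 did not pass (23 higher when adjusted over the list alone). The list's adjusted p was 1.84e-25 with the preset correlation and 0.149 with an estimated correlation. By fry it was 0.0293, and those of the MHC class I and NF-kB lists below were 0.0123 and 0.0146. Of 14 genes of MHC class I presentation, 7 were higher (12 when adjusted over the list alone; list adjusted p = 6.03e-20, and adjusted p = 0.137 with an estimated correlation). They include the immunoproteasome subunits PSMB9 (6.58 ± 1.4 to 32.4 ± 5.54 FPKM) and PSMB8 (2.73 ± 2.64 to 30.9 ± 10.3 FPKM), the peptide transporter TAP1 (25.2 ± 3.59 to 56.1 ± 4.55 FPKM), B2M (119 ± 9.18 to 325 ± 122 FPKM) and HLA-C (84.1 ± 26.3 to 185 ± 39.8 FPKM). Among 16 NF-kB target genes, RELB (5.04 ± 2.3 to 19.1 ± 5.18 FPKM, adjusted p = 0.0112) and CXCL8 were higher (9 when adjusted over the list alone; list adjusted p = 1.41e-09, and adjusted p = 0.137 with an estimated correlation), and NFKBIA, its most abundant member, measured 55.5 ± 2.97 and 92.4 ± 19.6 FPKM (adjusted p = 0.0821). The transcription factor IRF1 rose from 3.12 ± 0.54 to 13.1 ± 2 FPKM (log2 fold change 1.77, standard error 0.244, adjusted p = 0.00249), and the chemokine receptor-like CCRL2 went from 0 to 5.01 ± 1.34 FPKM (adjusted p = 0.0237). CCL2, a monocyte attractant, measured 3.76 ± 3.47 and 29.1 ± 7.14 FPKM (adjusted p = 0.0523), and IRF5 0.0419 ± 0.0726 and 0.478 ± 0.0364 FPKM (adjusted p = 0.54). IRF1 and CCRL2 are the 2 of 5 interferon genes named by the study that passed (4 when adjusted over the list alone), and the study chose these on the same samples, so they are not independent evidence. BST2, SAMD9, OASL, PSMB9, PSMB8 and IRF1 passed with each library left out. IFIH1 and TAP1 lost their calls without BBB replicate 2 or BTB replicate 1 (adjusted p at most 0.0532 without BTB replicate 1 and 0.0512 without BBB replicate 2) and B2M without BBB replicate 2 or 3 (0.0612 without 3), while ISG15 and HLA-C kept theirs in 4 of 9 fits (at most 0.176 and 0.163), RELB in 5 (0.0706), CCRL2 in 3 (0.132) and CXCL8 in 2 (0.185), for these 5 genes the highest without BTB replicate 1. The cancer-testis antigen MAGEC2, listed at 0 in BBB, measured 22.8 ± 0.955 FPKM in the same BTB libraries.

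**Figure D1:**
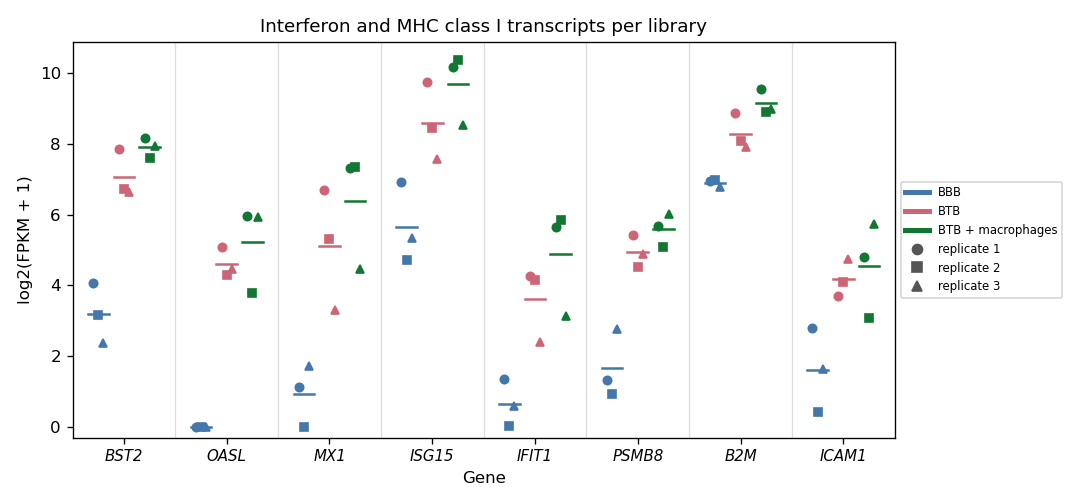
Level of 8 interferon, MHC class I and adhesion genes in each library, on a log2(FPKM + 1) axis. Colour gives the group (BBB, BTB, BTB + macrophages), the circle, square and triangle give replicates 1, 2 and 3, and the short line is the mean. BST2, OASL and PSMB8 sit higher in each of the 3 BTB libraries than in each of the 3 BBB libraries.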

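PLAT, the tissue-type plasminogen activator, rose from 8.5 ± 3.15 FPKM in BBB to 28.7 ± 3.01 FPKM in BTB microvessels (SD, n = 3; log2 fold change 1.70, standard error 0.311, adjusted p = 0.0137 from limma). The urokinase receptor PLAUR rose from 14.1 ± 2.95 to 42.2 ± 11 FPKM (adjusted p = 0.0376) and complement factor CFB from 0.146 ± 0.252 to 6.99 ± 4.81 FPKM (adjusted p = 0.0376). With PLAU and SERPINE1 they make 5 of 23 tested genes of complement and coagulation that were higher (9 when adjusted over the list alone, with 1 lower), and the list's adjusted p was 9.16e-05, or an adjusted p of 0.137 with an estimated correlation. SERPING1, its most abundant member, measured 254 ± 22.4 and 161 ± 7.89 FPKM (adjusted p = 0.23). PRSS3, PLAT, PLAUR and SERPINE1 are the 4 of 5 complement genes named by the study that passed (5 when adjusted over the list alone), and ADAM9, the other, measured 34.2 ± 6.67 and 71.3 ± 5.76 FPKM (adjusted p = 0.104). Of the 3 coagulation genes it names, the metalloproteinase inhibitor TIMP3 rose from 77.8 ± 19.8 to 223 ± 25.9 FPKM (log2 fold change 1.53, standard error 0.239, adjusted p = 0.00635), while MMP9 measured 201 ± 65.4 and 418 ± 74.2 FPKM (adjusted p = 0.106; 2 of 3 when adjusted over the list alone). Immediate early genes, the first to respond to growth signals, included MYC (6.94 ± 2.63 to 49.3 ± 4.25 FPKM, adjusted p = 0.0202), KLF6 (39 ± 4.52 to 76.2 ± 8.54 FPKM, adjusted p = 0.0225) and JUNB (11 ± 3.74 to 48.6 ± 23.9 FPKM, adjusted p = 0.027). These were the 3 of 15 that passed (7 when adjusted over the list alone; list adjusted p = 8.75e-08, and adjusted p = 0.149 with an estimated correlation). None of the 3 hypoxia genes named by the study passed over all genes (3 when adjusted over the list alone), with FOS at 7.55 ± 9.59 and 17.1 ± 10.2 FPKM (adjusted p = 0.355) and FOSL2 at 2.33 ± 1.08 and 5.09 ± 1.86 FPKM (adjusted p = 0.293). Of 29 tested hypoxia targets in the textbook list, LDHA was higher and 28 did not pass (list adjusted p = 0.502), and ENO1, the most abundant, measured 730 ± 35.9 and 677 ± 33.2 FPKM. Among the IL-6 signaling genes named by the study, IL6 and CXCL10 fell below the filter, and IL18R1 was listed at 0 in BBB and measured 1.23 ± 0.526 FPKM in BTB (adjusted p = 0.285; both tested genes passed when adjusted over the list alone). Among its 3 apoptosis genes, MMP2 measured 104 ± 12.5 and 128 ± 23.4 FPKM (adjusted p = 0.753), and 2 passed when adjusted over the list alone, none over all genes. All these named lists were chosen by the study on these samples and are not independent evidence. PLAU, PRSS3 and TIMP3 passed with each library left out, while PLAT and SERPINE1 lost their calls without BBB replicate 2 or BTB replicate 1 or 3 (adjusted p at most 0.0849 and 0.114, without BTB replicate 1). MYC and JUNB kept theirs in 4 of 9 such fits (at most 0.109 and 0.153), CFB in 3 (0.194) and LDHA in 2 (0.133), each highest without BTB replicate 1, KLF6 in 5 (0.112 without BBB replicate 3) and PLAUR in 2 (0.148 without BTB replicate 3). The carcinoma marker KLK5 and the cancer-testis antigen MAGEC2, at 0 in BBB, measured 30.1 ± 1.21 and 22.8 ± 0.955 FPKM in the same BTB libraries.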

BTB-associated Hallmark gene sets and transcripts driving their enrichment included: interferon alpha/gamma responses (*IRF1*, *IRF5*, *CCL2*, *CCRL2*, *ICAM1*), apoptosis (*CASP8*, *MMP2*, *TNFRSF21*), IL-6 signaling (*IL6*, *IL18R1*, *TNFRSF1A*, *CXCL10*), coagulation (*TIMP3*, *PECAM1*, *MMP9*), complement (*PRSS3*, *PLAT*, *PLAUR*, *SERPINE1*, *ADAM9*), hypoxia (*VEGFA*, *FOS*, *FOSL2*), among many others. BBB associated Hallmark gene sets included those associated with canonical BBB functions including wnt-beta catenin signaling and NOTCH signaling (*WNT5A*, *HEY1*).

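HEY1, a transcription factor switched on by Notch signaling (chromosome 8 of GRCh38, 79764010 to 79767767), fell from 17 ± 3.46 FPKM in BBB to 5.91 ± 1.65 FPKM in BTB microvessels (SD, n = 3). Its log2 fold change was -1.39 (standard error 0.31, adjusted p = 0.0412 from limma). WNT5A, a Wnt ligand, measured 2.68 ± 0.509 and 0.749 ± 0.239 FPKM, a log2 fold change of -1.07 that did not pass (standard error 0.337, adjusted p = 0.148). Both were lower when adjusted over the list alone, and the study chose them on these samples, so they are not independent evidence. Of 15 Notch pathway genes in the textbook list, HEY1 alone was lower and 14 did not pass, among them the target HES1 at 38.4 ± 15.5 and 28.1 ± 4.03 FPKM (adjusted p = 0.614) and the fringe gene RFNG at 11.4 ± 3.45 and 13.6 ± 2.78 FPKM. The list's median log2 fold change was 0.03, its mean -0.02 and its test downward (adjusted p = 0.721). Of 15 Wnt targets and inhibitors, the cell cycle gene CCND1 rose from 37.5 ± 12.7 to 82.8 ± 10.3 FPKM (adjusted p = 0.0446) and 14 did not pass (list adjusted p = 0.742). AXIN2, a feedback target of beta-catenin, measured 2.18 ± 0.493 and 1.17 ± 0.177 FPKM (adjusted p = 0.519), and BAMBI, the most abundant, 147 ± 54.2 and 107 ± 52.5 FPKM. CCND1 kept its call in 3 of 9 fits with 1 library left out (at most 0.202, without BTB replicate 1). The call for HEY1 was lost in 7 of 9 fits with 1 library left out (adjusted p from 0.0152 to 0.166; it held without replicate 2 or replicate 3 of the microvessels with macrophages).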

**Fig. 5:**
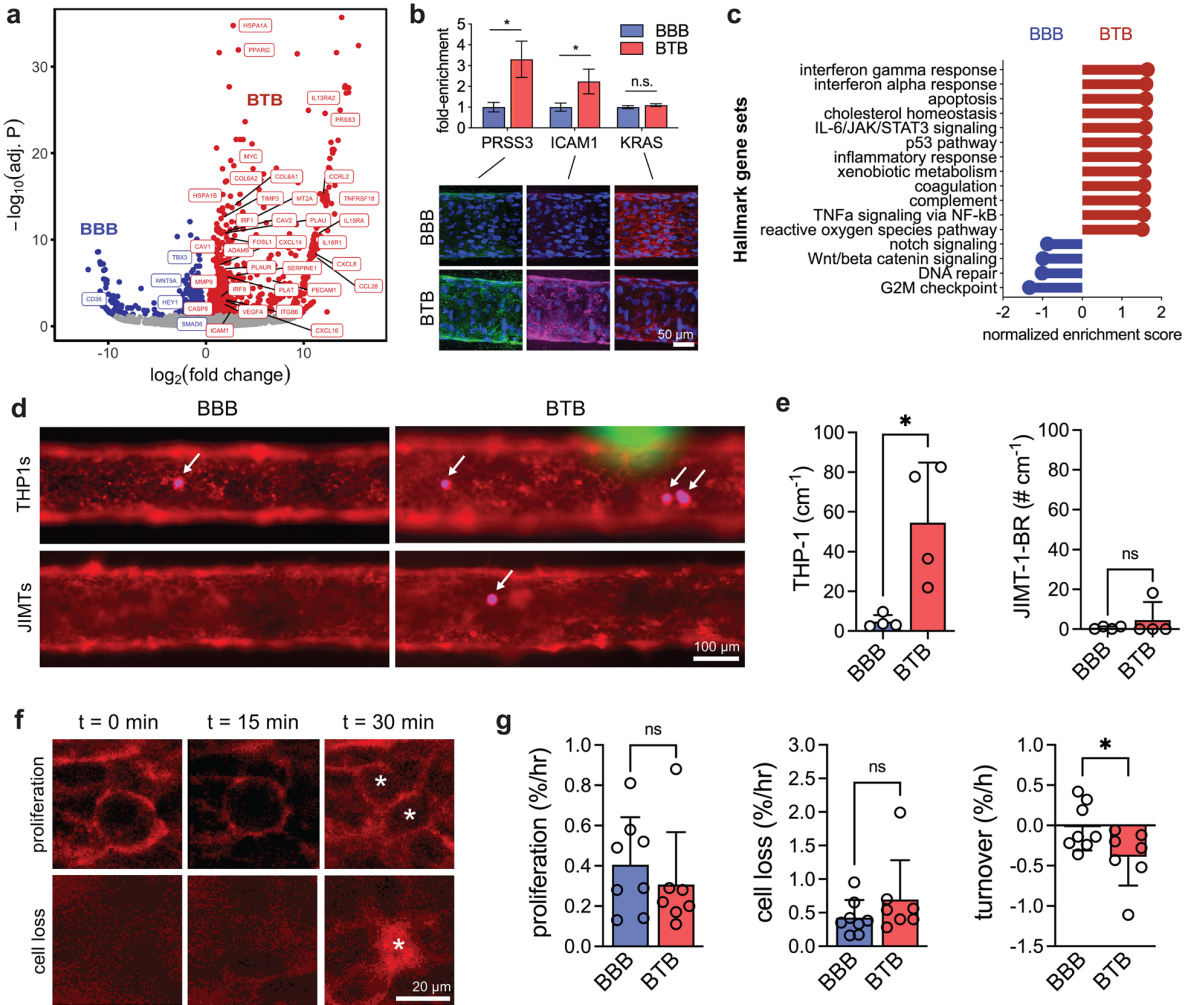
Blood-tumor barrier phenotype within in vitro metastatic lesions. **a** Volcano plots depicting significantly (adjusted *p* < 0.05) upregulated genes (blue) and downregulated genes (red) between BBB and BTB microvessels. Bulk RNA was collected from control microvessels (*n* = 3) and microvessels surrounded by JIMT-1-BR spheroids (*n* = 3), two days after seeding of iBMECs. **b** Semi-quantitative validation of PRSS3, ICAM-1, and k-ras protein levels (*n* = 4). Representative immunofluorescence images of BBB and BTB microvessels at day 2 are shown with DAPI-labeled nuclei in blue. **c** Lollipop plot of select Hallmark gene sets enriched and depleted in BTB microvessels. **d**–**e** Representative images and quantification of THP1 (monocyte-like) immune cell and JIMT-1-BR cancer cell adhesion to BBB and BTB microvessels (*n* = 4). Arrows denote adherent cells. iBMECs (red), JIMT-1-BRs (green), THP-1 s (magenta). **f**–**g** Representative images and quantification of cell turnover events (proliferation and cell loss) between BBB and BTB microvessels (*n* = 7–8). Asterisks denote proliferation and cell loss events. Turnover is calculated as the difference between rates of cell proliferation and cell loss. Data are presented as mean ± SD. Statistical analysis was performed using a student’s unpaired t-test (two-tailed with unequal variance); *p < 0.05. See also Additional file 1: Figs. S3, S4 and Additional file 2: Data S1

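KDR, the main VEGF receptor (chromosome 4 of GRCh38, 55078481 to 55125595), measured 2.54 ± 1.61 FPKM in BBB and 2.54 ± 1.15 FPKM in BTB microvessels (SD, n = 3; log2 fold change 0.08, standard error 0.47, adjusted p = 0.969 from limma). CDH5, which encodes VE-cadherin (chromosome 16, 66366691 to 66404784), measured 9.42 ± 0.881 and 14.2 ± 2.07 FPKM (log2 fold change 0.54, standard error 0.418, adjusted p = 0.61). VWF fell below the filter on low genes, with 0.00283 FPKM in BBB and 0.0012 in BTB. PECAM1, an endothelial junction receptor, measured 0.00791 ± 0.00796 and 0.679 ± 0.366 FPKM (adjusted p = 0.556). The transcription factor SOX18 measured 0.0112 ± 0.0193 and 4.41 ± 2.47 FPKM (log2 fold change 2.31, standard error 0.679, adjusted p = 0.119), while SOX7 (5.69 ± 3 and 7.56 ± 3.79 FPKM) and ESAM (4.58 ± 3.39 and 3.69 ± 1.38 FPKM) had adjusted p-values of 0.813 and 0.944. Of the 13 endothelial transcripts in Fig. S3b, 6 could be tested and none passed (1 higher when adjusted over the list alone). Of 16 tested endothelial genes in the textbook list, none passed in either direction (list adjusted p = 0.229), with EPAS1 the most abundant at 22.6 ± 8.53 and 22.1 ± 2.5 FPKM. A p that misses the threshold does not show that levels were equal, and most of these genes lie close to the filter. SOX18 passed with array weights, the other pseudocount or only the BBB and BTB libraries fitted, and without replicate 3 of the microvessels with macrophages (adjusted p from 0.00452 to 0.33 over the libraries left out).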

Canonical endothelial transcripts (i.e. *KDR*, *CDH5*, *VWF*) were not uniformly altered within the BTB endothelium, suggesting that endothelial identity was not perturbed by cancer co-culture (Additional file 1: Fig. S3b). Given recent findings on iBMEC expression of epithelial transcripts [38], we sought to determine if cancer co-culture mediates vascular changes by augmenting epithelial identity of iBMECs. However, we found that most epithelial transcripts (i.e. *CDH1*, *EPCAM*, *CLDN6*) were not differentially expressed between the two models. Additionally, breast cancer marker genes were not broadly upregulated in iBMECs in the BTB model, suggesting minimal contamination of non-endothelial cells (Additional file 1: Fig. S3b); cancer associated transcripts that were upregulated including *ESR1* and *PLAU* are known to be expressed by endothelial cells [39, 40]. 

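CDH1, which encodes E-cadherin, measured 94.4 ± 17.8 FPKM in BBB and 101 ± 20.9 FPKM in BTB microvessels (SD, n = 3; log2 fold change 0.09, standard error 0.217, adjusted p = 0.906 from limma). EPCAM, an epithelial adhesion protein, measured 365 ± 36.2 and 302 ± 23.9 FPKM (log2 fold change -0.27, standard error 0.148, adjusted p = 0.441). CLDN6, a tight junction claudin, measured 978 ± 86 and 747 ± 49.8 FPKM (log2 fold change -0.39, standard error 0.352, adjusted p = 0.676), and the keratin KRT8 3486.69 ± 646 and 3284.11 ± 201 FPKM (adjusted p = 0.921). FREM2 measured 5.35 ± 1.83 and 1.76 ± 1.13 FPKM (log2 fold change -1.25, adjusted p = 0.145). None of the 12 epithelial transcripts of Fig. S3b passed in either direction, over all genes or adjusted over the list alone, and the study chose these 12 for its own figure. Of 28 tight and adherens junction genes in the textbook list, none passed. Their median log2 fold change was -0.10, their mean 0.02 and the test upward (adjusted p = 0.93). CLDN4 measured 194 ± 58.1 and 230 ± 42.8 FPKM, TJP1, which encodes ZO-1, 16.7 ± 2.16 and 15.6 ± 4.34 FPKM, and OCLN (occludin) 9.29 ± 0.647 and 10.7 ± 0.772 FPKM. FREM2 was lower with array weights.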

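PLAU, the urokinase gene (chromosome 10 of GRCh38, 73908832 to 73917494), rose from 46.7 ± 12.5 FPKM in BBB to 137 ± 15.1 FPKM in BTB microvessels (SD, n = 3; log2 fold change 1.55, standard error 0.245, adjusted p = 0.00653 from limma). PLAU and SERPINE1 were the 2 of 8 tested breast cancer transcripts of Fig. S3b that were higher, none was lower and 6 did not pass (3 higher when adjusted over the list alone). ERBB2, which encodes HER2 (chromosome 17, 39688094 to 39728658), measured 15.8 ± 5.2 and 36.4 ± 12 FPKM (log2 fold change 1.15, standard error 0.415, adjusted p = 0.214). ESR1 was listed at 0 in BBB and measured 0.209 ± 0.242 FPKM in BTB, below the filter. The textbook list of basal and squamous carcinoma markers (38 listed) had 16 of 27 tested members higher, none lower and 11 that did not pass (17 higher when adjusted over the list alone). It was written with the paper's table of differentially expressed genes already seen, so it is not independent evidence. Members at 0 in BBB, such as KLK5, could also reach the filter only through libraries with cancer cells. KLK5, a skin kallikrein protease, went from 0 in every BBB library to 30.1 ± 1.21 FPKM (adjusted p = 1.3e-05) and its relative KLK6 from 9.14 ± 2.04 to 88.6 ± 4.44 FPKM (adjusted p = 0.000163). The elastase inhibitor PI3 rose from 0.119 ± 0.205 to 46.1 ± 22.5 FPKM, S100A9 from 2.97 ± 2.19 to 99.4 ± 57.4 FPKM and TACSTD2, which encodes TROP2, from 32.4 ± 16.6 to 163 ± 54.1 FPKM (adjusted p = 0.000163, 0.00181 and 0.0167). The list's adjusted p was 2.09e-50, or an adjusted p of 0.137 with an estimated correlation. By fry it was 0.0123, and that of the 17q12 list below was 0.158. Neighbours of ERBB2 on 17q12 that are amplified with it in HER2-positive tumors included MIEN1 (74.7 ± 8.69 to 274 ± 75.5 FPKM, adjusted p = 0.0359) and PSMD3 (73.3 ± 11.1 to 234 ± 37.6 FPKM, adjusted p = 0.0427). They were the 2 of 12 that passed (6 when adjusted over the list alone; list adjusted p = 0.000455, and adjusted p = 0.43 with an estimated correlation). PLAU, KLK5, KLK6, PI3 and S100A9 passed with each library left out, TACSTD2 lost its call without BBB replicate 2 or 3 or BTB replicate 1 (adjusted p = 0.109) or 3, and MIEN1 and PSMD3 kept theirs in 2 of 9 such fits (at most 0.188 and 0.198, without BTB replicate 1). ERBB2 passed with array weights and without replicate 3 of the microvessels with macrophages.

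**Figure D2:**
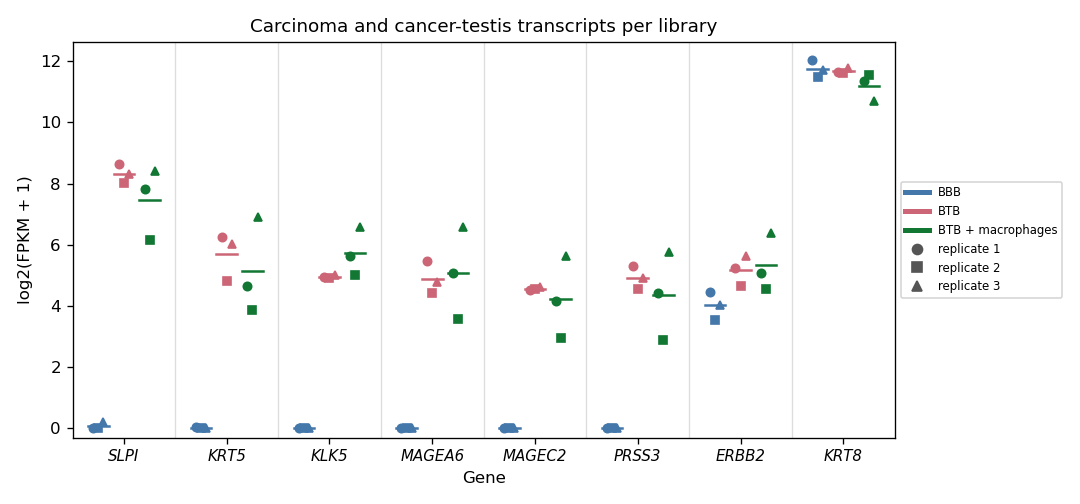
Level of 8 carcinoma, cancer-testis and epithelial genes in each library, on a log2(FPKM + 1) axis. Colour gives the group (BBB, BTB, BTB + macrophages), the circle, square and triangle give replicates 1, 2 and 3, and the short line is the mean. KLK5, MAGEA6 and MAGEC2 lie at 0 in the 3 BBB libraries, and KRT8 lies at a like level in BBB and BTB libraries.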

Lastly, we benchmarked our findings to recent transcriptomic profiling of endothelial cells isolated from normal brain tissue and from patients with lung adenocarcinoma metastases [41]. 10% of BTB-enriched genes found here were also upregulated in endothelial cells isolated from lung adenocarcinoma metastases, including transcripts involved in epithelial-to-mesenchymal transition (*SERPINE1*), angiogenesis (*VEGFA*, *CNN1*) and extracellular matrix organization (*ITGB6*, *ITGA5*, *COL6A1*, *COL6A2*) (Additional file 2: Data S1). 

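SERPINE1, the inhibitor of plasminogen activators, rose from 15.7 ± 9.5 FPKM in BBB to 94.5 ± 29.9 FPKM in BTB microvessels (SD, n = 3; log2 fold change 2.68, standard error 0.521, adjusted p = 0.0202 from limma). The collagen VI chain COL6A2 rose from 2.9 ± 0.964 to 32.2 ± 15.3 FPKM (log2 fold change 3.01, standard error 0.528, adjusted p = 0.0114), and its partner COL6A1 measured 4.02 ± 0.912 and 25 ± 8.45 FPKM (adjusted p = 0.0802). The integrin ITGB6 rose from 3.79 ± 1.64 to 12.1 ± 2.2 FPKM (adjusted p = 0.0296), and ITGA5, a fibronectin receptor chain, measured 31.1 ± 2.74 and 57.4 ± 18.6 FPKM (adjusted p = 0.0932). CNN1, a smooth muscle calponin, measured 12.1 ± 5.9 and 31.5 ± 11.9 FPKM (adjusted p = 0.375). Of the 7 genes the study names here, 3 were higher and 4 did not pass (6 higher when adjusted over the list alone), and as a choice made on these samples they are not independent evidence. Of 30 tested collagen and basement membrane genes in the textbook list, 4 were higher: COL6A2 and the laminin-332 chains LAMB3 (0.598 ± 0.963 to 33.6 ± 11.6 FPKM, adjusted p = 0.0108), LAMC2 (22.8 ± 4.42 to 53.8 ± 2.74 FPKM) and LAMA3 (0.106 ± 0.18 to 5.59 ± 2.1 FPKM). The list did not pass (adjusted p = 0.229), and its most abundant members FN1 and COL1A2 measured 220 ± 64 and 276 ± 58.6 FPKM, and 198 ± 8.14 and 204 ± 37.8 FPKM. SERPINE1 and COL6A2 each lost their call without BBB replicate 2 or BTB replicate 1 or 3 (adjusted p at most 0.114 and 0.0637, without BTB replicate 1). ITGB6 lost its call in 5 of 9 fits with 1 library left out and LAMB3 in 4 (at most 0.153 and 0.0637, without BTB replicate 1), LAMC2 in 6 (0.13 without BBB replicate 2) and LAMA3 in 7 (0.135 without BTB replicate 3). Carcinoma and cancer-testis markers were read in the same BTB libraries, with KLK5 at 30.1 ± 1.21 and MAGEC2 at 22.8 ± 0.955 FPKM (0 in BBB). COL6A1 passed with array weights, only the BBB and BTB libraries fitted, or without replicate 2 or 3 of the microvessels with macrophages. With the replicate number as a block it also passed (adjusted p = 0.0414), though the numbers are not known to mark a shared batch. The transcriptomes of the patients' endothelial cells were not analysed here.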

Since endothelial isolations from human tissue also contain contaminating mural and glia cells, a more precise benchmarking of our findings is not possible.

### Metastatic BTB displays elevated immune cell adhesion and endothelial turnover

Gene set enrichment analysis was suggestive of diverse functional differences within the BTB, as well as loss of canonical BBB functions. We explored various functional responses between BTB and BBB microvessels, including adhesion of cancer/immune cells and endothelial turnover. Post-capillary venules are the preferential site of cancer cell and immune cell extravasation due to low shear stress and unique protein/gene expression [42]. To probe differences in cell adhesion to the endothelium, we perfused BTB and BBB microvessels with fluorescently labeled cancer cells and monocytes (Fig. 5d). The BTB displayed significantly increased adhesion of monocytic cells to the endothelium (~ 55 cm^−1^) compared to BBB microvessels (~ 5 cm^−1^) (*p* = 0.017, unpaired t-test) (Fig. 5e). As monocyte-derived macrophages accumulate in brain metastases [43], our model recapitulates the early stages of the transmigration cascade. This same effect was not observed following perfusion with single cancer cells (*p* = 0.421), suggesting differences in the mechanism of adhesion. Although adhesion of cancer cells to the endothelium were rare events in both models, these cells remained adherent for multiple days validating this model for studies of early stages in the metastatic cascade. In mouse models of brain metastases, the BTB endothelium expresses tumor necrosis factor (TNF) receptors conferring selective vulnerability to TNF-induced permeabilization compared to the BBB [44]. Indeed, multiple TNF receptors were upregulated in BTB microvessels, including *TNFRSF1A*, *TNFRSF4*, *TNFRSF9*, *TNFRSF18*, TNFRSF21. Furthermore, monocyte-derived macrophages (MDMs) are enriched in human brain metastases [43, 45], consistent with the BTB being conducive of monocytic infiltration. 

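TNFRSF18, a costimulatory receptor also called GITR (chromosome 1 of GRCh38, 1203508 to 1206592), was listed at 0 in every BBB library and measured 14.8 ± 10.7 FPKM in BTB microvessels (SD, n = 3; adjusted p = 0.0403 from limma). TNFRSF1A, the main TNF receptor, measured 21.3 ± 4.3 and 39.3 ± 6.9 FPKM (log2 fold change 0.86, standard error 0.269, adjusted p = 0.145). TNFRSF21, which encodes death receptor 6 (chromosome 6, 47231532 to 47309905), measured 54.5 ± 6.48 and 79.2 ± 11.2 FPKM (log2 fold change 0.53, standard error 0.177, adjusted p = 0.178), and TNFRSF9 0.375 ± 0.0188 and 1.57 ± 0.542 FPKM (adjusted p = 0.245). TNFRSF4 was listed at 0 in BBB and measured 0.977 ± 0.574 FPKM in BTB, below the filter on low genes. Of the 5 receptors named by the study, 4 could be tested, 1 was higher and 3 did not pass (4 higher when adjusted over the list alone), and as genes chosen on these samples they are not independent evidence. Of 18 tested members of the superfamily in the textbook list, TNFRSF18 was higher and 17 did not pass (5 higher when adjusted over the list alone). The list's adjusted p was 0.0362, or an adjusted p of 0.149 with an estimated correlation. TNFRSF12A, the TWEAK receptor and the most abundant member, measured 210 ± 88 and 351 ± 64.9 FPKM (adjusted p = 0.134). In the same BTB libraries the carcinoma marker KLK5 and the cancer-testis antigen MAGEC2, both listed at 0 in BBB, measured 30.1 ± 1.21 and 22.8 ± 0.955 FPKM. The call for TNFRSF18 held in 3 of 9 fits with 1 library left out (adjusted p from 0.00383 to 0.205; without BTB replicate 2, or without replicate 2 or 3 of the microvessels with macrophages), and array weights also called TNFRSF1A and TNFRSF21.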

Immune cell adhesion is likely mediated by an upregulation of both endothelial surface adhesion molecules (i.e. *ICAM1*) and TNF receptor superfamily members.

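Of 9 tested leukocyte adhesion molecules in the textbook list, none passed over all genes tested by limma, and ICAM1 passed when adjusted over the list alone. MCAM, an endothelial adhesion receptor, measured 9.87 FPKM in BBB and 22.3 FPKM in BTB microvessels (adjusted p = 0.204). The junctional adhesion molecule F11R measured 95.3 ± 12.4 and 116 ± 13.7 FPKM (SD, n = 3; adjusted p = 0.493) and CD99, through which leukocytes pass, 95.7 ± 8.32 and 102 ± 8.42 FPKM (adjusted p = 0.924). The list's median log2 fold change was 0.28 and its adjusted p was 0.0393, or an adjusted p of 0.149 with an estimated correlation. LTBR, the lymphotoxin receptor of the TNF receptor superfamily, measured 2.29 FPKM in BBB and 9.75 FPKM in BTB (adjusted p = 0.147). KLK5 and MAGEC2, at 0 in BBB, were read in these BTB libraries too (30.1 ± 1.21 and 22.8 ± 0.955 FPKM). From raised adhesion molecules and TNF receptors, the paper proposes a mechanism for the greater adhesion of monocytic cells to BTB microvessels. It also reports more ICAM1 protein in BTB microvessels by immunofluorescence, and ICAM1 RNA passed in some of the other settings given above.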

To determine the influence of tumor spheroids on endothelial cell dynamics, we quantified iBMEC proliferation and cell loss prior to vascular degeneration (at day 2). Cell proliferation and cell loss events were manually counted from time-lapse phase contrast microscopy focused on the microvessel midplane and are reported as the number of events per hour (% h^−1^) (Fig. 5f). In control BBB microvessels, the rates of cell proliferation, cell loss, and overall turnover were similar to previous measurements [18]. However, BTB microvessels displayed slightly lower rates of cell proliferation (*p* = 0.458, unpaired t-test) and slightly higher rates of cell loss (*p* = 0.260), leading to significantly lower cell turnover (*p* = 0.047) (Fig. 5g). The negative turnover shows that cell loss dominates in the presence of metastatic spheroids, matching observations of vascular degeneration at late time-points. Cancer cells can mediate endothelial damage and angiogenesis by the secretion of soluble factors [46, 47] and by direct tumor-vessel interactions [48]. Indeed, BTB-enriched transcripts included mediators of apoptosis (*CASP8*) that are induced by cancer secreted factors and death receptor 6 (*TNFRSF18*) a master regulator of tumor cell-induced endothelial necroptosis [48]. iBMECs show angiogenic activity in the presence of growth factors [49] and VEGF signaling was upregulated at the transcriptional level; however, we did not observe angiogenic sprouting within the BTB model, which was also not observed in our prior model of metastatic breast cancer [11]. These observations are likely model dependent and cancer cell type dependent, as observed in multiphoton imaging studies of the metastatic cascade in vivo [35].

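CASP8, the initiator caspase of death receptor signaling (chromosome 2 of GRCh38, 201233463 to 201287711), measured 1.41 ± 0.716 FPKM in BBB and 5.12 ± 0.221 FPKM in BTB microvessels (SD, n = 3; log2 fold change 1.39, standard error 0.414, adjusted p = 0.126 from limma). CASP4, an inflammatory caspase, rose from 0.706 ± 1.19 to 13.2 ± 3.15 FPKM (log2 fold change 3.24, standard error 0.506, adjusted p = 0.00635). CASP4 was the 1 of 30 tested apoptosis regulators that passed (list adjusted p = 0.0661), and BAX, the most abundant, measured 150 ± 20.2 and 128 ± 9.83 FPKM (adjusted p = 0.725). VEGFA measured 3.12 ± 1.15 and 9.15 ± 2.33 FPKM (log2 fold change 1.31, standard error 0.436, adjusted p = 0.173). None of 19 tested angiogenic ligands and receptors passed (list adjusted p = 0.519), among them NRP2, a semaphorin and VEGF co-receptor, at 20.2 ± 1.24 and 9.19 ± 3.57 FPKM (adjusted p = 0.105), PGF at 56.8 ± 32 and 33.8 ± 12.2 FPKM and EFNB2 at 55 ± 6.04 and 55.6 ± 3.08 FPKM. CASP4 passed with each library left out, and KLK5 and MAGEC2, at 0 in BBB, measured 30.1 ± 1.21 and 22.8 ± 0.955 FPKM in the same BTB libraries. With array weights CASP8 and VEGFA passed, and CASP8 also with only the BBB and BTB libraries fitted. Without replicate 3 of the microvessels with macrophages both passed, and over the libraries left out the adjusted p of CASP8 ran from 0.0274 to 0.343 and that of VEGFA from 0.0386 to 0.454.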

### Mechanisms of BTB degeneration and dysfunction

BTB phenotype is derived from both physical and chemical interactions between cancer cells and the brain endothelium. As elevated immune cell adhesion and reduced endothelial cell turnover were observed at early time points prior to vascular degeneration and direct cancer-endothelial contact, chemical interactions likely represent a key mediator of BTB phenotype. To explore chemical interactions further, we conducted experiments in 2D Transwell models using: (1) conditioned microvessel media, and (2) co-culture with cancer spheroids (Additional file 1: Fig. S5a). These experiments remove contributions from physical interactions by depleting conditioned media of cells (by centrifugation) and by using cancer spheroids in the basolateral chamber enabling only chemical crosstalk. Interestingly, exposing 2D iBMEC monolayers to BBB or BTB-conditioned media did not elicit changes in barrier function over 1 week (*p* = 0.910, one-way ANOVA) (Additional file 1: Fig. S5b). Similarly, direct co-culture of spheroids in the basolateral chamber of 2D Transwells did not induce barrier loss but instead resulted in a small increase in TEER values (*p* = 0.039, paired t-test) (Additional file 1: Fig. S5c). These findings suggest that 2D and 3D microenvironments may possess differences in cancer-derived factors and/or iBMEC responses to cancer-derived factors. Indeed, in 3D models, cancer spheroid proximity to endothelial cells is greatly reduced compared to Transwells (~ 2 mm in Transwells) and cancer growth is significantly elevated (~ 1.15-fold growth in Transwells to ~ twofold growth in 3D) (*p* = 0.031, unpaired t-test) (Additional file 1: Fig. S5d).

To probe chemical factors that may mediate BTB phenotype, we performed ELISA for six analytes in perfusate from BBB and BTB microvessels collected at day 2 (Additional file 1: Fig. S5e–f). We note that analyte concentrations were highly variable in BTB microvessels compared to BBB microvessels (concentration standard deviation was 13-fold higher), suggesting that differences in spheroid density, size, and proximity may alter analyte concentrations and, in turn, BTB phenotype. TNFα receptor (TNFR1), TNFα, and VEGF were not significantly altered between the two perfusates (*p* > 0.05, unpaired t-test). Only interleukin-8 (IL-8, *CXCL8*) was significantly elevated in BTB microvessel perfusate (fold change = 11; *p* = 0.013), while IL-6 displayed small but non-significant increases (fold change = 5; *p* = 0.079) and IL-1b displayed small but non-significant depletion (fold change = 2; *p* = 0.094).

### Macrophages augment BTB phenotype

Human brain metastases originating from primary breast cancer are comprised of ~ 30% immune cells, including resident microglia, monocyte-derived macrophages (MDMs), neutrophils, and T cells [45]. MDMs are particularly enriched in brain metastases and are localized to the perivascular region [43], suggesting that significant immune cell extravasation occurs during tumor progression. However, the contribution of macrophages to BTB phenotype remains unknown [3]. Tissue-engineered models are uniquely suitable for exploring immune cell contributions to tumor progression by avoiding issues of species-to-species differences in animal models [5].

To explore the contributions of monocyte-derived macrophages, we differentiated a monocytic cell line into macrophages using phorbol 12-myristate 13-acetate (PMA) and seeded these cells into the hydrogel matrix of the BTB model (Fig. 6a). Interestingly, tumor growth was slightly, but not statistically significantly, reduced by macrophage co-culture (*p* = 0.097, unpaired t-test) (Fig. 6b). Macrophage co-culture did not affect rates of microvessel degeneration (*p* = 0.913, Gehan-Breslow-Wilcoxon test) (Fig. 6c). To determine the effects of macrophage co-culture in an unbiased manner, bulk RNA sequencing of iBMECs was conducted at day 2. 

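A further 3 libraries come from BTB microvessels whose hydrogel also held macrophages at 500000 cells per mL, collected on day 2 like the BTB libraries. The macrophages were THP-1 cells, a human monocytic leukemia line, differentiated with PMA. Lysis, library preparation, alignment and the deposited FPKM were as for the other groups. The scale behind the FPKM, in units of 1e6 fragments, was 75.25, 78.23 and 72.73 in replicates 1 to 3. Each library had 16183 to 17436 genes above 0 FPKM, and its 10 most abundant genes held 9.531% to 10.07% of the sum. The comparison with BTB microvessels came from the same limma fit over 9 libraries. The cancer-testis antigens differed in level between these replicates, with a mean log2 value over the list of 2.641, 1.735 and 3.724.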

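CHI3L1, a secreted chitinase-like protein of macrophages (chromosome 1 of GRCh38, 203178931 to 203186704), showed the largest difference between BTB microvessels with and without macrophages. It measured 188 ± 86.9 FPKM (SD, n = 3) with macrophages and 0.236 ± 0.408 FPKM without, a log2 fold change of 7.18 (standard error 0.391, adjusted p = 2.82e-06 from limma). The interferon-inducible thiol reductase IFI30 (chromosome 19, 18173813 to 18178117) rose from 18.6 ± 5.56 to 216 ± 87.1 FPKM (log2 fold change 3.43, standard error 0.338, adjusted p = 0.000365). Over all genes the median absolute log2 fold change was 0.21 for macrophage co-culture, against 0.30 for BTB against BBB. The distance between the group means was 48.34 with and without macrophages, close to the 47.4 that the spread between libraries alone would give, and 76.49 between BTB and BBB, where the spread alone would give 41.57. On the first principal component the 3 libraries with macrophages lay at 21.77, 4.336 and 40.79. On the second, which held 10.34% of the variance, they lay at 15.08, 20.11 and -0.8766, and the BTB libraries at -9.932, -7.545 and -14.62. Libraries with macrophages lay farther from each other (mean distance 90.29) than BTB libraries did (71.71).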

The magnitude of gene expression differences was much lower than comparison of BTB and BBB microvessels (Additional file 1: Fig. S3a). However, we identified 142 genes upregulated and 52 genes downregulated in the presence of macrophages (Fig. 6d). 

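Of 13259 genes, 30 were higher and 0 were lower with macrophages by limma. At an unadjusted p under 0.05, 366 were higher and 234 lower, and array weights called 79 higher and 16 lower. The 10 largest increases were CHI3L1, FCER1G, FABP4, TYROBP, LAPTM5, VSIG4, TREM2, IFI30, CD53 and CD36, and 15 of the 30 genes had a mean below 0.1 FPKM in BTB microvessels. FABP4, a fatty acid carrier of macrophages and fat cells, was listed at 0 in every BTB library and measured 37.3 ± 19.1 FPKM with macrophages (SD, n = 3; adjusted p = 5.91e-05). CD36, a scavenger receptor for lipids, went from 0 to 8.67 ± 1.65 FPKM (adjusted p = 0.000377). CD36 was the 1 of 10 tested genes of the 22 labelled in Fig. 6d that passed (6 higher and 4 lower when adjusted over the list alone), and the study chose these on the same samples, so they are not independent evidence. Libraries of the 2 groups did not overlap for 8.447% of genes, against 10% by chance. The 30 became 12 with a pseudocount of 0.1 and 46 with no intensity trend. With 1 library left out it ranged from 20 (without BTB replicate 2) to 27, and the number lower from 0 to 2 (2 without replicate 1 of the macrophage group, 1 without its replicate 3 and 1 without BBB replicate 1).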

While macrophage marker genes were not broadly upregulated, increased expression of some markers suggests possible low levels of contamination (i.e. *CD68*, Additional file 1: Fig. S3b). 

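Several monocyte and macrophage markers, 9 of 24 tested (55 listed), were higher in microvessels with macrophages. TYROBP, a signaling adaptor of myeloid receptors (chromosome 19 of GRCh38, 35904403 to 35908295), was listed at 0 in every BTB library and measured 23.5 ± 3.38 FPKM with macrophages (SD, n = 3; adjusted p = 1.23e-05 from limma). FCER1G, VSIG4 and TREM2, also receptors or adaptors of macrophages, went from 0 to 38.1 ± 8.57, 17.7 ± 7.23 and 12.5 ± 3.28 FPKM (adjusted p = 5.91e-05, 1e-04 and 0.000125). LAPTM5, a lysosomal protein of blood cells, rose from 0.366 ± 0.34 to 23.2 ± 4.21 FPKM (log2 fold change 4.17, standard error 0.386, adjusted p = 0.000206), and CD53 from 0.284 ± 0.492 to 11.7 ± 5.84 FPKM (adjusted p = 0.00288). Of the 24 markers none was lower and 15 did not pass (19 higher when adjusted over the list alone; list adjusted p = 4.11e-107, and adjusted p = 9.94e-05 with an estimated correlation). A marker at 0 in the BBB and BTB libraries could reach the filter only through the libraries with macrophages. The share of markers higher and both list tests were therefore partly set by the filter. CYBA and LCP1, the members of highest level and also expressed by BBB microvessels, measured 157 ± 14.8 and 136 ± 67 FPKM, and 66.9 ± 13.8 and 61.3 ± 18 FPKM. CD68, a lysosomal glycoprotein (chromosome 17, 7579638 to 7582111), measured 9.5 ± 0.297 FPKM without and 27.2 ± 13.9 FPKM with macrophages (log2 fold change 1.31, standard error 0.379, adjusted p = 0.543). In BBB microvessels CD68 measured 1.59 ± 0.909 FPKM, so its level was already higher in BTB microvessels, which hold no macrophages (log2 fold change 2.09, adjusted p = 0.0134; lost without BBB replicate 3 or without BTB replicate 1, 2 or 3, at most 0.0646, without BTB replicate 1). CD14, the endotoxin co-receptor, rose from 0.626 ± 1.08 to 8.36 ± 3.1 FPKM (log2 fold change 2.67, standard error 0.442, adjusted p = 0.0253). CD14 was the 1 of 2 tested macrophage transcripts of Fig. S3b (5 listed) that passed, and both passed when adjusted over the list alone. Lysosome and lipid genes of macrophages were higher for 5 of 23, including IFI30, CTSD (136 ± 24.8 to 363 ± 30.2 FPKM, adjusted p = 0.0078) and PLIN2 (68.8 ± 8.12 to 153 ± 14 FPKM, adjusted p = 0.0232), while PSAP, the most abundant, measured 649 ± 7.68 and 746 ± 130 FPKM (8 higher when adjusted over the list alone; list adjusted p = 7.31e-25, and adjusted p = 0.00192 with an estimated correlation). CD14 kept its call in 1 of 9 fits with 1 library left out (at most 0.172, without BTB replicate 2), PLIN2 in 4 (0.147 without BTB replicate 3) and CTSD in 7 (0.0646 without BTB replicate 2, and lost also without replicate 1 of the microvessels with macrophages).

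**Figure D3:**
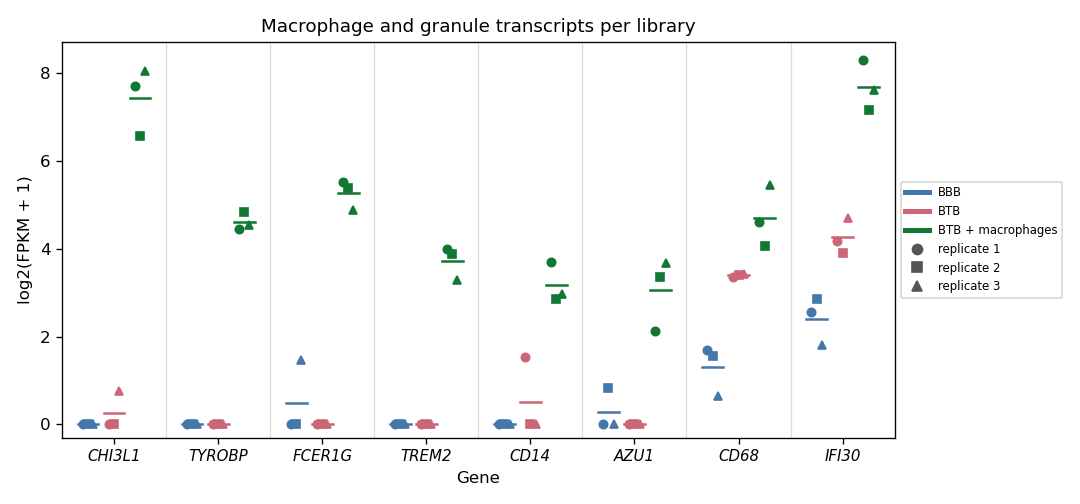
Level of 8 macrophage genes in each library, on a log2(FPKM + 1) axis. Colour gives the group (BBB, BTB, BTB + macrophages), the circle, square and triangle give replicates 1, 2 and 3, and the short line is the mean. TYROBP and TREM2 lie at 0 in the BBB and BTB libraries, and CD68 rises above its BBB level already in the BTB libraries.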

Determining the degree of contamination is challenging as many gene families enriched in immune cells can also be expressed in endothelial cells and are responsive to inflammatory conditions. For example, toll-like receptors (TLRs) are widely expressed by endothelial cells and expression is increased in response to TLR ligands [50]; BTB microvessels with co-cultured macrophages displayed increased *TLR1* and *TLR2* expression. 

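TLR1 and TLR2, receptors for bacterial lipoproteins, were listed at 0 in all BBB and BTB libraries. With macrophages TLR1 measured 0.66 ± 0.605 FPKM and TLR2 1.25 ± 1.09 FPKM (SD, n = 3). Neither reached 1 FPKM in 3 libraries, so neither entered limma's test. The adaptor TYROBP and the myeloid receptors TREM2 and VSIG4, also at 0 in BTB microvessels, were read in all 3 of these libraries.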

Transcripts depleted from iBMECs in BTB microvessels with macrophages included those involved in extracellular matrix organization (*COL17A1*, *COL3A1*, *COL5A2*). 

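COL17A1, a collagen of epithelial hemidesmosomes (chromosome 10 of GRCh38, 104031286 to 104085880), measured 4.02 ± 1.74 FPKM without and 0.769 ± 0.185 FPKM with macrophages (SD, n = 3; log2 fold change -1.46, standard error 0.34, adjusted p = 0.192 from limma). The fibrillar collagen COL3A1 (chromosome 2, 188974373 to 189012746) measured 17.3 ± 9.14 and 3.35 ± 2.24 FPKM (log2 fold change -2.04, standard error 0.808, adjusted p = 0.999). COL5A2, its neighbour on chromosome 2 (189031898 to 189441111), measured 9.23 ± 5.02 and 2.38 ± 0.526 FPKM (log2 fold change -1.49, standard error 0.397, adjusted p = 0.367). In BBB microvessels the 3 collagens measured 5.55 ± 1.32, 51.5 ± 40.5 and 15.3 ± 6.74 FPKM. Of 30 tested collagen and basement membrane genes none passed over all genes, and 2 were lower when adjusted over the list alone. As a list they were lower than other genes with a preset correlation (adjusted p = 2.87e-05), a call that was lost at an adjusted p of 0.311 with an estimated correlation. COL1A1, the most abundant fibrillar collagen beside COL1A2, measured 144 ± 39.3 and 111 ± 50.5 FPKM. Of 16 mesenchymal and mural markers none passed, among them LUM at 27.6 ± 10.6 and 8.37 ± 10.1 FPKM and TAGLN at 324 ± 30.6 and 182 ± 126 FPKM (list adjusted p = 0.000756, lower, and adjusted p = 0.407 with an estimated correlation). COL17A1 and COL5A2 were lower with array weights, and with 1 library left out their adjusted p ran from 0.219 to 0.796 and was at least 0.21. In the same libraries 9 of 24 tested macrophage markers were higher. Lists of pluripotent markers (median log2 fold change -0.44) and of junction genes (-0.24) were also lower with the preset correlation, and not with an estimated correlation.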

Hallmark gene sets associated with macrophages included interferon gamma responses (*CASP1*, *IRF5*, *CCL5*), among many other pathways, suggesting that macrophages can further augment BTB phenotype (Fig. 6d, e, Additional file 1: Fig. S4). 

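CASP1, the caspase of the inflammasome, was listed at 0 in every BTB library and measured 1.79 ± 0.533 FPKM with macrophages (SD, n = 3; adjusted p = 0.166 from limma). The chemokine CCL5, also listed at 0 in BTB, measured 3.1 ± 1.54 FPKM (adjusted p = 0.0731). IRF5, a transcription factor of inflammatory macrophages, measured 3.69 ± 1.26 FPKM, against 0.478 without macrophages (log2 fold change 1.63, standard error 0.333, adjusted p = 0.0942). None of the 7 tested genes the study names for this comparison passed over all genes (4 higher and 3 lower when adjusted over the list alone), and as a choice made on these samples they are not independent evidence. CMPK2, an interferon-induced mitochondrial kinase, rose from 0.00201 ± 0.00348 to 4.19 ± 2.13 FPKM (log2 fold change 2.30, standard error 0.36, adjusted p = 0.0169). CMPK2 was the 1 of 36 tested interferon-stimulated genes that passed (2 when adjusted over the list alone), with ISG15 at 946 ± 506 FPKM with macrophages. The list was higher than other genes with a preset correlation (adjusted p = 3.21e-18), and the call was lost at an adjusted p of 0.237 with an estimated correlation. None of 14 MHC class I genes passed, with B2M at 577 ± 148 FPKM (list adjusted p = 1.24e-06, and adjusted p = 0.237 with an estimated correlation). CCL20, a chemokine and NF-kB target, rose from 1.29 ± 1.12 to 15.7 ± 5.29 FPKM (log2 fold change 2.98, standard error 0.446, adjusted p = 0.0112), the 1 of 16 NF-kB targets that passed (list adjusted p = 0.383). CCL20 lost its call without replicate 2 (adjusted p = 0.0658) or 3 of the microvessels with macrophages, and CMPK2 without replicate 1 of that group or any 1 BTB library (at most 0.104, without BTB replicate 2). The macrophage markers above, TYROBP among them, were read in the same libraries. From its gene sets, the paper proposes that macrophages further augment the BTB phenotype. With array weights or no intensity trend CASP1, CCL5 and IRF5 passed, and with no filter CASP1 and IRF5.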

To understand possible inflammatory cues that may mediate these gene expression changes, we compared analyte concentrations in microvessel perfusate with and without macrophage co-culture. IL-8, IL-1b, and TNFα were significantly elevated in BTB models with macrophage co-culture (fold changes = 11, 3.5, and 1.7, respectively) (*p* = 0.024, 0.004, and 0.045, respectively; unpaired t-test) representing possible factors secreted by macrophages or produced by cancer/endothelial cells in response to macrophage co-culture. The IL-8 concentration was ~ 11-fold higher with macrophage co-culture, representing the largest fold-change across analytes (Fig. 6f). Previous in vitro studies identified the effect of IL-8 on endothelial cells including tight junction downregulation in a dose- and time-dependent manner [51]; however, these findings are at concentrations orders of magnitude higher than levels measured here. Further studies are needed to determine functional differences induced by macrophage co-culture, but they appear to be more nuanced then directly augmenting cancer growth or microvessel degeneration.

**Fig. 6:**
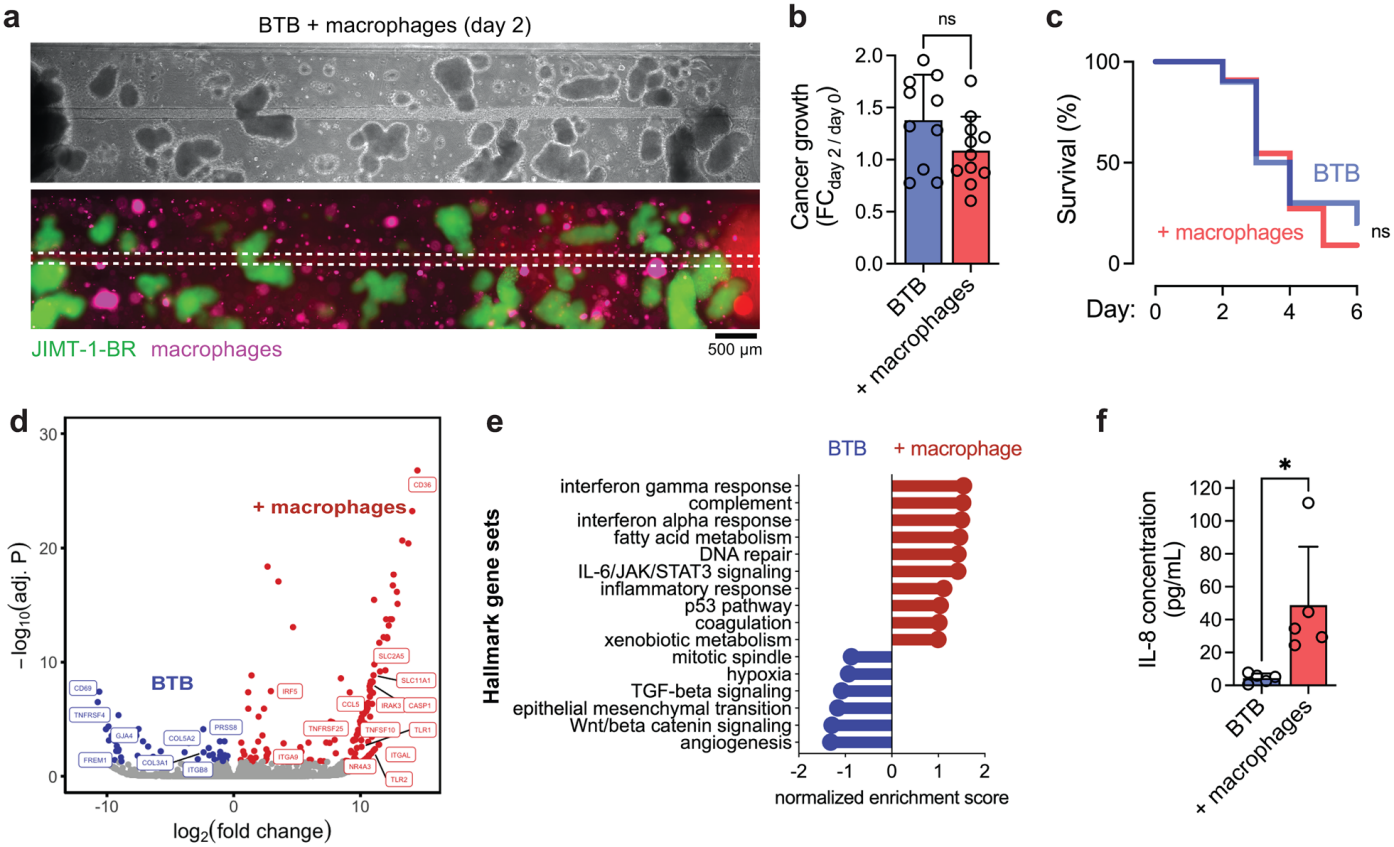
Blood-tumor barrier phenotype in the presence of macrophages. **a** Representative image of BTB model with CellTracker-labeled macrophage co-culture. iBMECs (red), JIMT-1-BR (green), macrophages (magenta). **b**–**c** Quantification of BTB spheroid growth and microvessel lifespan with and without macrophage co-culture. End points determined when iBMECs are > 50% detached or collapsed from the hydrogel. Quantification across *n* = 10 BTB devices and n = 11 BTB + macrophage devices. **d** Volcano plots depicting significantly (adjusted p < 0.05) upregulated genes (blue) and downregulated genes (red) between BBB and BTB microvessels (*n* = 3 replicates each). Bulk RNA was collected from control microvessels (*n* = 3) and microvessels surrounded by JIMT-1-BR spheroids (*n* = 3), 2 days after seeding of iBMECs. **e** Lollipop plot highlighting selected Hallmark gene sets enriched and depleted in BTB microvessels. **f** Comparison of IL-8 concentration between BTB and BTB + macrophage microvessels (*n* = 5 microvessels per condition). Data are presented as mean ± SD. *p < 0.05. See also Additional file 1: Figs. S3, S4 and Additional file 2: Data S1

## Conclusions

We developed a three-dimensional tissue-engineered model of the human blood-tumor barrier (BTB). During metastatic cancer, blood–brain barrier phenotype is augmented by the perivascular growth of metastatic cancer cells as well as changes in the composition of the perivascular space (e.g. infiltration of immune cells). We identified critical changes occurring within the BTB including vulnerability to vascular degeneration and defect formation, increased immune cell adhesion, mosaic vessel formation, changes in BMEC gene expression, and increased immune cell adhesion and turnover. Macrophage co-culture augmented BTB phenotype with distinct gene expression profiles of the endothelium likely mediated by elevated cytokine exposure (including IL-8).

We utilized iPSC-derived BMEC-like cells (iBMECs), which exhibit in vivo-like barrier properties and have been recently applied to study tumor-vessel interactions during triple negative breast cancer cells [52] and glioblastoma [53]. We identify distinct tumor-vessel interactions from our previously reported model of metastatic breast cancer, which utilized primary endothelial cells and breast cancer tumor spheroids grown in mouse [11]. Here, we found that the presence of metastatic breast cancer spheroids induced vascular defects including cell loss and local endothelium collapse. Accompanying these processes, we observed both mosaic vessel formation and vascular co-option events that accumulated over time. Vascular co-option was relatively rare in our system, suggesting that indirect interactions between cancer and endothelial cells also mediate phenotypic differences. Previous analysis of serum from patients with breast cancer and cerebral metastases found increased levels of CX3CL1 and CXCL13 (levels of CCL2 among other chemokines were not elevated) [54]. Additionally, recent work identified MMP-9 expression by cancer cells arrested on brain capillaries as a key mediator of capillary remodeling during brain metastasis [55]. Our ELISA of microvessel perfusate identified elevated IL-8 as potential mediator of BTB phenotype, with notably elevated levels in the presence of macrophage co-culture.

Our tumor-microvessel model recapitulates several aspects of the metastatic niche, including shear stress, cell-ECM interactions, direct tumor-vessel interactions, and cylindrical geometry. While our model matches the dimensions of large post-capillary venules, it lacks supporting cells. Future studies could incorporate astrocytes into the hydrogel and/or pericytes along the inner surface of patterned channels prior to seeding endothelial cells, as we have previously demonstrated [56, 57]. Indeed, other perivascular cells are key mediators of BTB phenotype in vivo [13, 14] and thus our model does not fully recapitulate interactions of these cell types. Additionally, given the challenges in achieving therapeutic concentrations in brain metastases, future studies could pair tissue-engineered microvessels with microdialysis-based approaches to directly measure drug concentrations in interstitial space.

Templated microvessels provide a highly complementary approach to mimic the BBB and BTB and decouple interactions of specific cell populations. We did not observe that the density of spheroids surrounding microvessels was related to the speed of BTB breakdown (data not shown), but further studies are needed to optimize the ratio of tumor cells to endothelial cells in both 2D and 3D to best mimic physiological conditions. Interestingly, we found that a 2D Transwell model of the BTB did not recapitulate barrier dysfunction observed in 3D; conditioned media also does not itself alter barrier properties nor does direct co-culture with cancer cells. Our findings highlight the complexity of interpreting 2D assays where physical tumor-vessel interactions are not recapitulated. Growth of cancer spheroids and microvessel collapse / degeneration are mediated, in part, by cell–matrix interactions. Evaluation of the extent of these interactions over time would provide further insight into cancer/microvessel interactions.

In summary, we performed timelapse imaging, functional measurements, and gene expression comparisons between iBMEC microvessels with and without co-culture of human breast metastatic cancer spheroids. We mapped physical and chemical tumor-vessel interactions that ultimately lead to degeneration of microvessels and loss of barrier properties. Additionally, we identified functional changes in the endothelium at early time points including altered cell turnover and increased propensity for immune cell adhesion (mediated by ICAM-1). Our results present new insight into tumor-vessel interactions during metastatic brain cancer and represent a system that can be further applied to test therapeutic interventions.

### Supplementary Information

**Additional file 1: Figure S1.** Long-term imaging of tumor-vessel interactions in blood-tumor barrier model. (a) Representative images of the BTB model over 14 days. At late time points, cancer cell growth resulted in contact with the glass slide at the bottom of the microfluidic device thereby obstructing imaging. (b) Representative image of complete co-option of channels with cancer cells at day 14. iBMECs (magenta) and JIMT-1-BR (green). **Figure S2.** Supplemental images of microvessel permeability and IgG accumulation. (a) Representative time course images of a permeability experiment for BBB and BTB microvessels. Dotted line shows the boundary between ECM and microvessel lumen. Arrows indicate sites of focal leaks along the length of a BTB microvessel at 20 min. (b) Day 2 and 4 fluorescence images of non-specific IgG (blue) and anti-HER2 IgG (magenta) accumulation. At baseline, Cascade blue delineates the cancer spheroids, but the signal does not accumulate over time. Over time, anti-HER2 IgG accumulates in the endothelium and spheroids, but not ECM. Representative ROIs used for quantification are shown in inset of the image. **Figure S3.** Details of RNA sequencing results. (a) Principal component analysis (PCA) of all samples. (b) Heatmap of log2FC of endothelial, epithelial, cancer, and macrophage transcripts in iBMECs. The first three heatmaps compare BTB to BBB microvessels, while the last compares BTB to BTB + macrophage microvessels. DEGs are labeled with asterisks. (c) Transcript abundance measurements of genes validated using semi-quantitative immunofluorescence (see Fig. 5b). **Figure S4.** Complete gene set enrichment analysis (GSEA) of Molecular Signatures Database (MSigDB) hallmark gene sets. (a) Normalized enrichment scores (NES) comparing BBB to BTB microvessels. (b) NES comparing BTB to BTB + macrophage microvessels. **Figure S5.** Exploring chemical microenvironmental regulation of the BTB. (a) Schematic of 2D Transwell experiments. iBMECs were cultured on a porous membrane and either exposed to microvessel-conditioned media or cancer spheroids in the basolateral chamber. Transendothelial electrical resistance (TEER) is measured daily. (b) BBB and BTB-conditioned media does not alter average TEER of iBMECs over six days of exposure (n = 4 – 5 biological replicates). (c) The presence of cancer cells in the basolateral chamber increases average the TEER of iBMECs (n = 3 biological replicates). (d) Quantification of spheroid fluorescence between 2 and 3D models. Fold change (FC) represents fluorescence on day 6 compared to day 1 (n = 3 and 6 biological replicates, respectively, where individual values represent average fold change across all spheroids in a Transwell or 3D microvessel). (e) ELISA results across six analytes (n = 5 perfusates from BBB and BTB microvessels at day 2). Dotted black lines show values obtained from fresh media not conditioned in microvessels. Data are presented as mean ± SD. * p < 0.05.

**Additional file 2: Data S1.** Summary of bulk RNA-sequencing data. (Tab 1) Differentially expressed genes (DEGs) between BTB versus BBB microvessels in vitro. (Tab 2) DEGs between BTB versus BBB microvessels from patient samples [41], including shared DEGs from Tab 1. (Tab 3) DEGs between BTB microvessels cultured with and without macrophages.

## Data Availability

Data are provided in the manuscript or Supplemental Data. The raw/processed data required to reproduce these findings are available from the corresponding author on reasonable request.

# Supplementary material for: A tissue-engineered model of the blood-tumor barrier during metastatic breast cancer
**Source:** Fluids Barriers CNS. 2023 Nov 3;20:80. doi: 10.1186/s12987-023-00482-9
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Long-term imaging of tumor-vessel interactions in blood-tumor barrier model. (a) Representative images of the BTB model over 14 days. At late time points, cancer cell growth resulted in contact with the glass slide at the bottom of the microfluidic device thereby obstructing imaging. (b) Representative image of complete co-option of channels with cancer cells at day 14. iBMECs (magenta) and JIMT-1-BR (green). Figure S2. Supplemental images of microvessel permeability and IgG accumulation. (a) Representative time course images of a permeability experiment for BBB and BTB microvessels. Dotted line shows the boundary between ECM and microvessel lumen. Arrows indicate sites of focal leaks along the length of a BTB microvessel at 20 min. (b) Day 2 and 4 fluorescence images of non-specific IgG (blue) and anti-HER2 IgG (magenta) accumulation. At baseline, Cascade blue delineates the cancer spheroids, but the signal does not accumulate over time. Over time, anti-HER2 IgG accumulates in the endothelium and spheroids, but not ECM. Representative ROIs used for quantification are shown in inset of the image. Figure S3. Details of RNA sequencing results. (a) Principal component analysis (PCA) of all samples. (b) Heatmap of log2FC of endothelial, epithelial, cancer, and macrophage transcripts in iBMECs. The first three heatmaps compare BTB to BBB microvessels, while the last compares BTB to BTB + macrophage microvessels. DEGs are labeled with asterisks. (c) Transcript abundance measurements of genes validated using semi-quantitative immunofluorescence (see Fig. 5b). Figure S4. Complete gene set enrichment analysis (GSEA) of Molecular Signatures Database (MSigDB) hallmark gene sets. (a) Normalized enrichment scores (NES) comparing BBB to BTB microvessels. (b) NES comparing BTB to BTB + macrophage microvessels. Figure S5. Exploring chemical microenvironmental regulation of the BTB. (a) Schematic of 2D Transwell experiments. iBMECs were cultured on a po

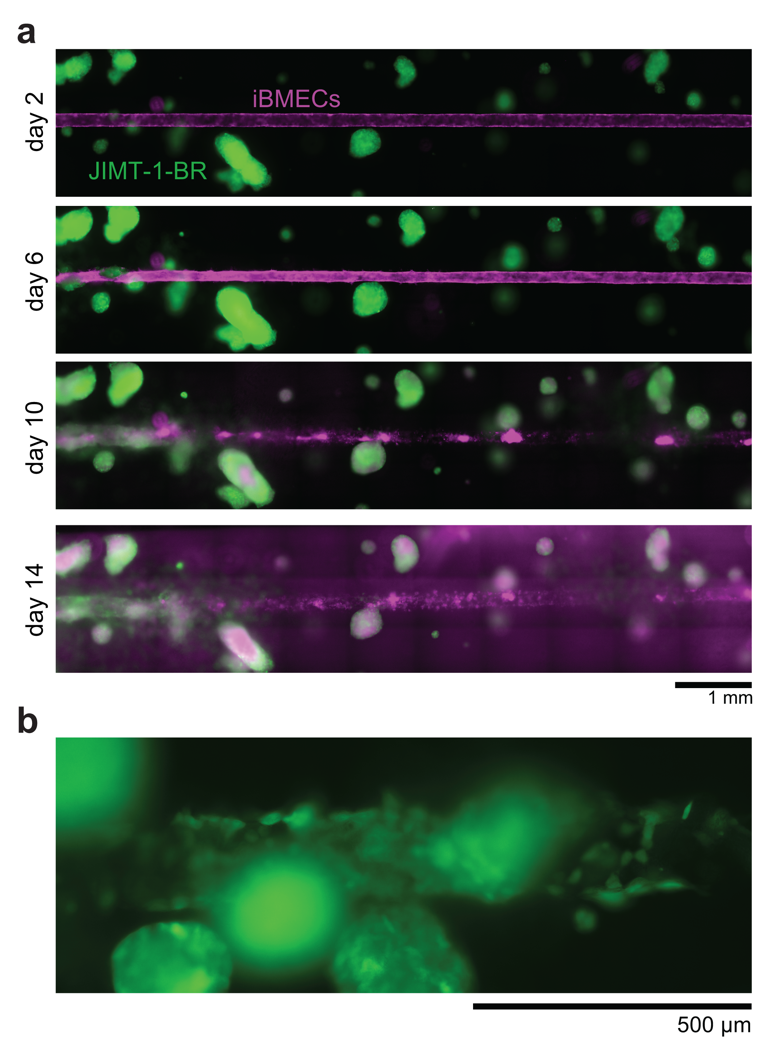

# Figure S1. Long-term imaging of tumor-vessel interactions in blood-tumor barrier model.

# (a) Representative images of the BTB model over 14 days. At late time points, cancer cell growth resulted in contact with the glass slide at the bottom of the microfluidic device thereby obstructing imaging.

# (b) Representative image of complete co-option of channels with cancer cells at day 14. iBMECs (magenta) and JIMT-1-BR (green).

**
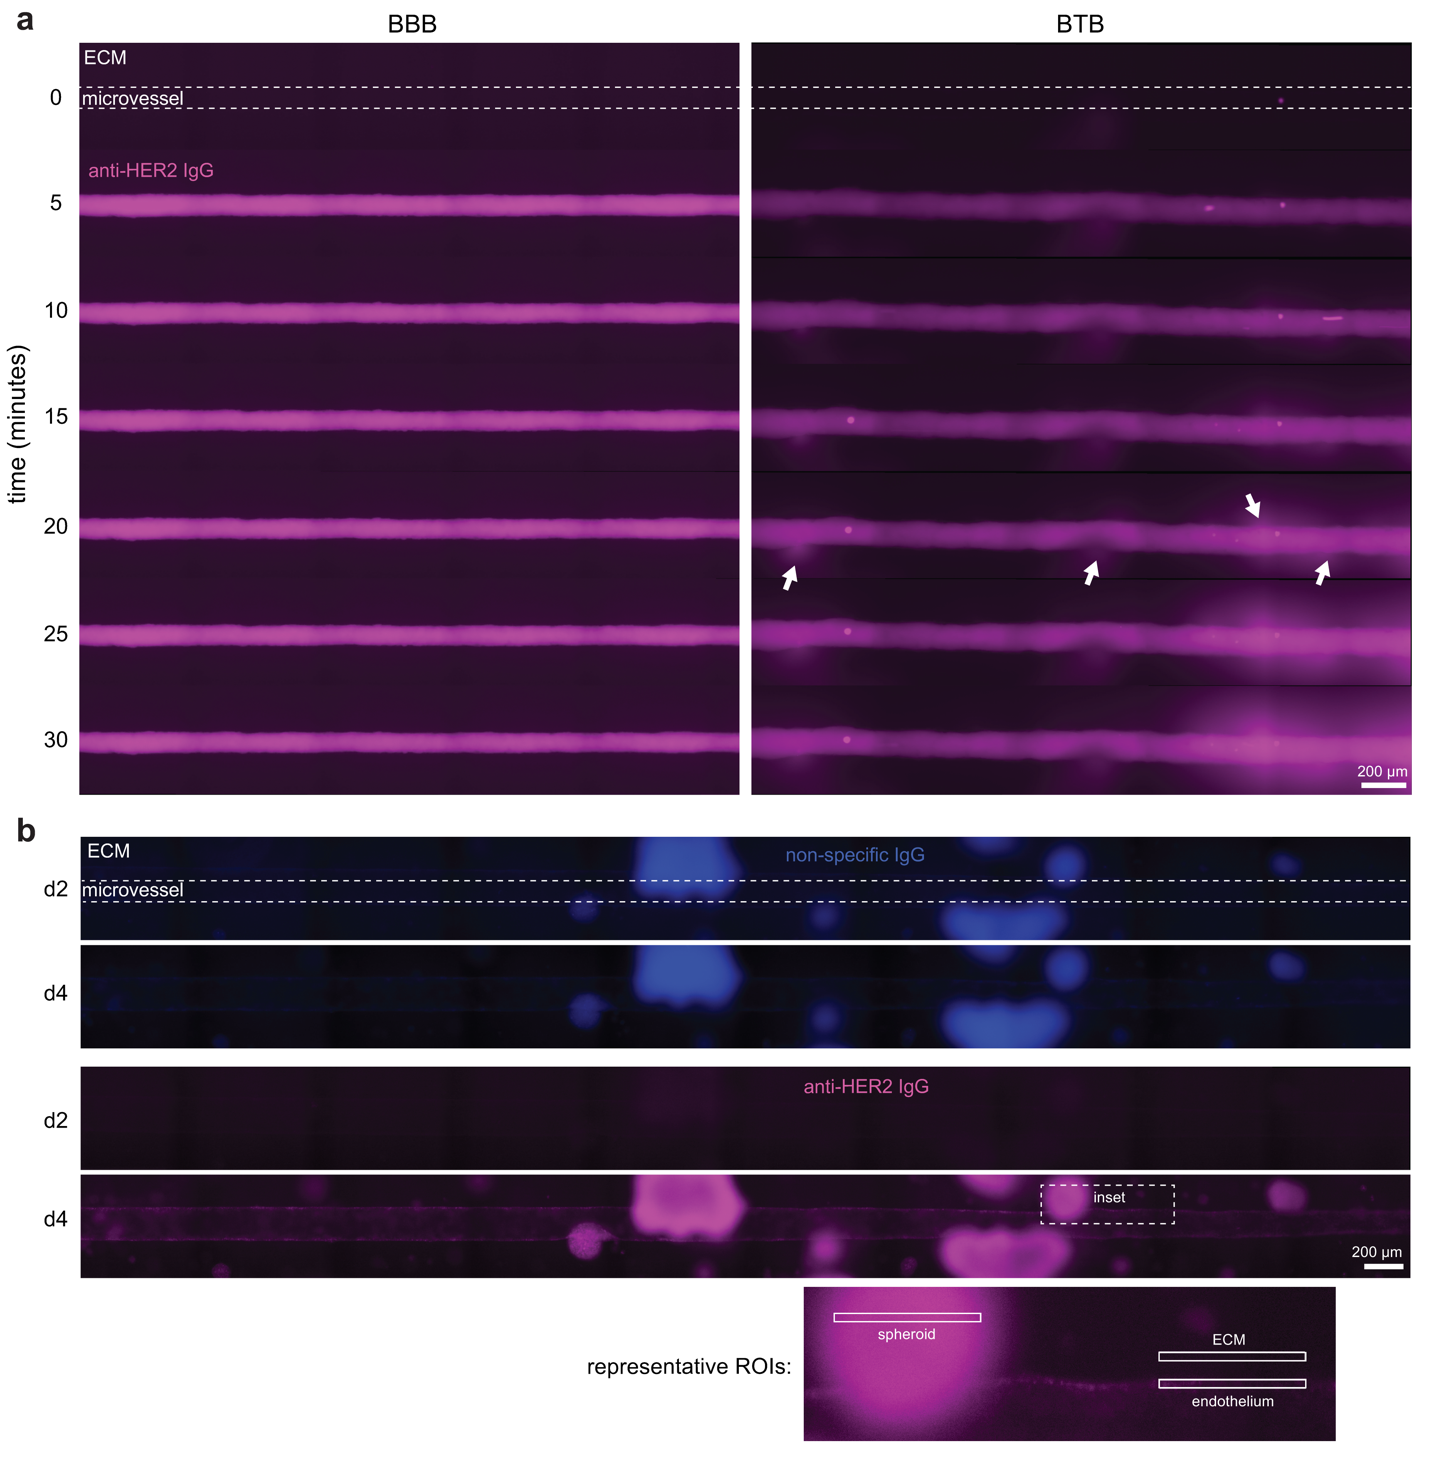
**

**Figure S2. Supplemental images of microvessel permeability and IgG accumulation.**

(a) Representative time course images of a permeability experiment for BBB and BTB microvessels. Dotted line shows the boundary between ECM and microvessel lumen. Arrows indicate sites of focal leaks along the length of a BTB microvessel at 20 minutes.

(b) Day 2 and 4 fluorescence images of non-specific IgG (blue) and anti-HER2 IgG (magenta) accumulation. At baseline, Cascade blue delineates the cancer spheroids, but the signal does not accumulate over time. Over time, anti-HER2 IgG accumulates in the endothelium and spheroids, but not ECM. Representative ROIs used for quantification are shown in inset of the image.

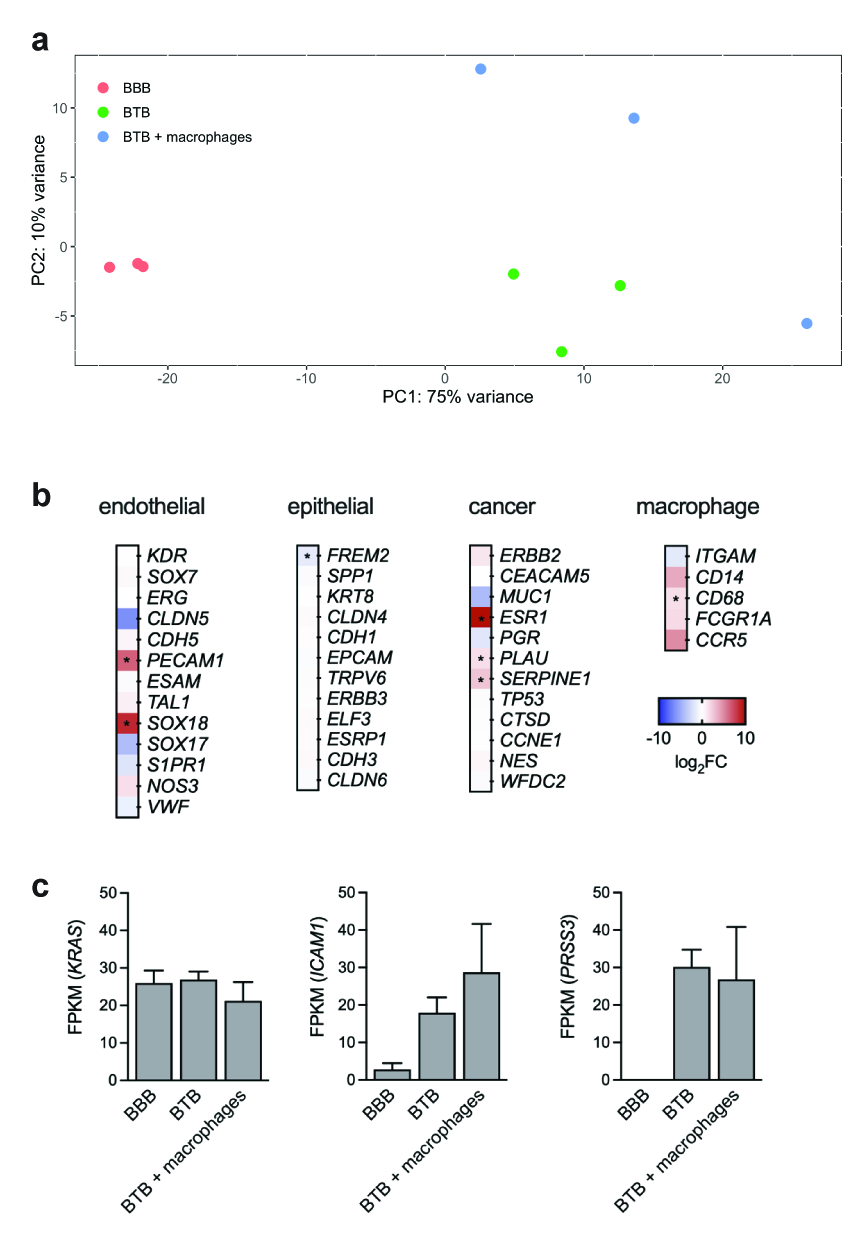

# Figure S3. Details of RNA sequencing results.

# (a) Principal component analysis (PCA) of all samples.

# (b) Heatmap of log_2_FC of endothelial, epithelial, cancer, and macrophage transcripts in iBMECs. The first three heatmaps compare BTB to BBB microvessels, while the last compares BTB to BTB + macrophage microvessels. DEGs are labeled with asterisks.

# (c) Transcript abundance measurements of genes validated using semi-quantitative immunofluorescence (see Fig. 5b).

**
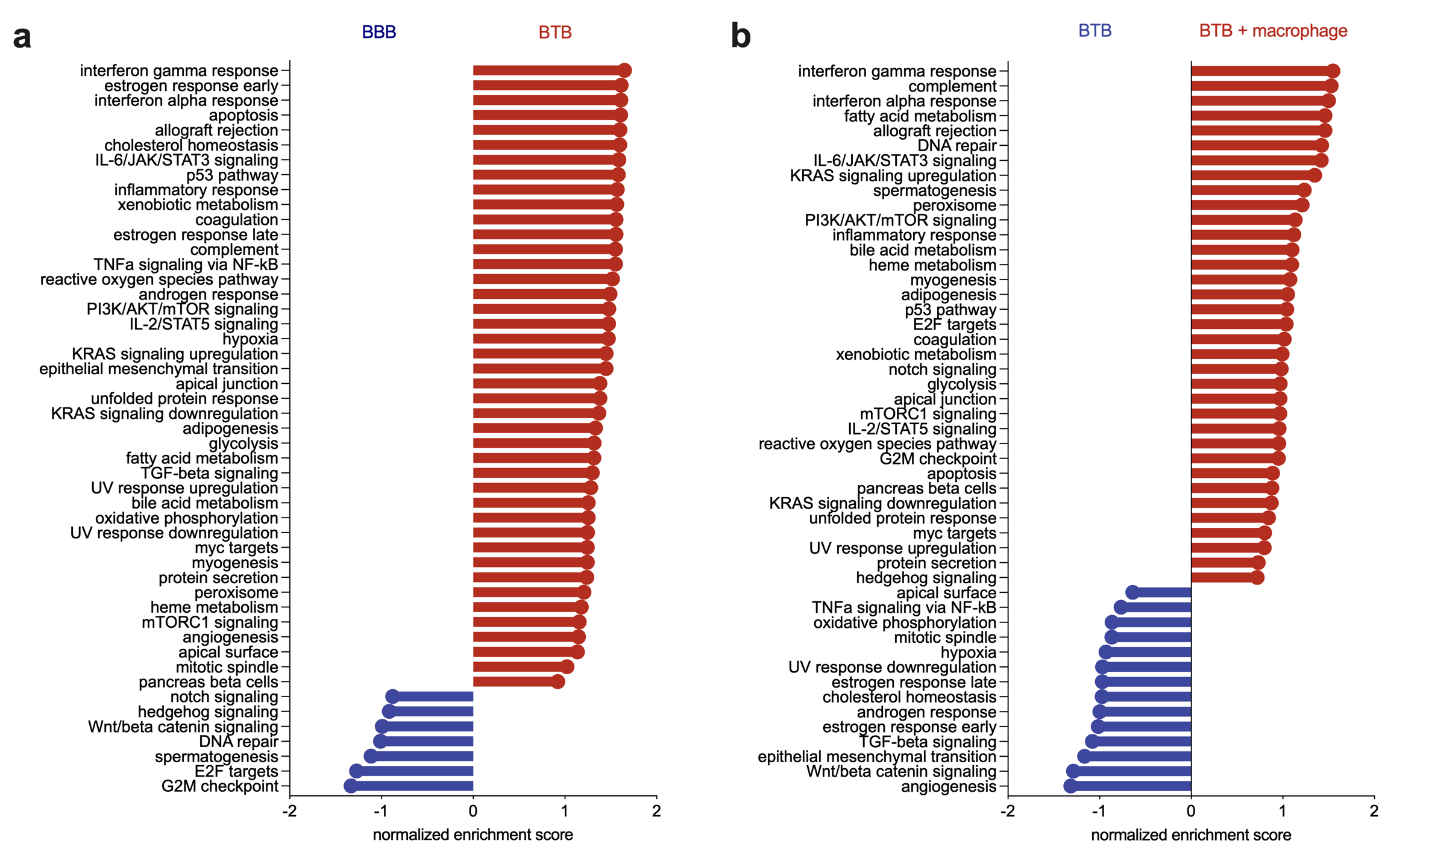
**

# Figure S4. Complete gene set enrichment analysis (GSEA) of Molecular Signatures Database (MSigDB) hallmark gene sets. (a) Normalized enrichment scores (NES) comparing BBB to BTB microvessels. (b) NES comparing BTB to BTB + macrophage microvessels.

#
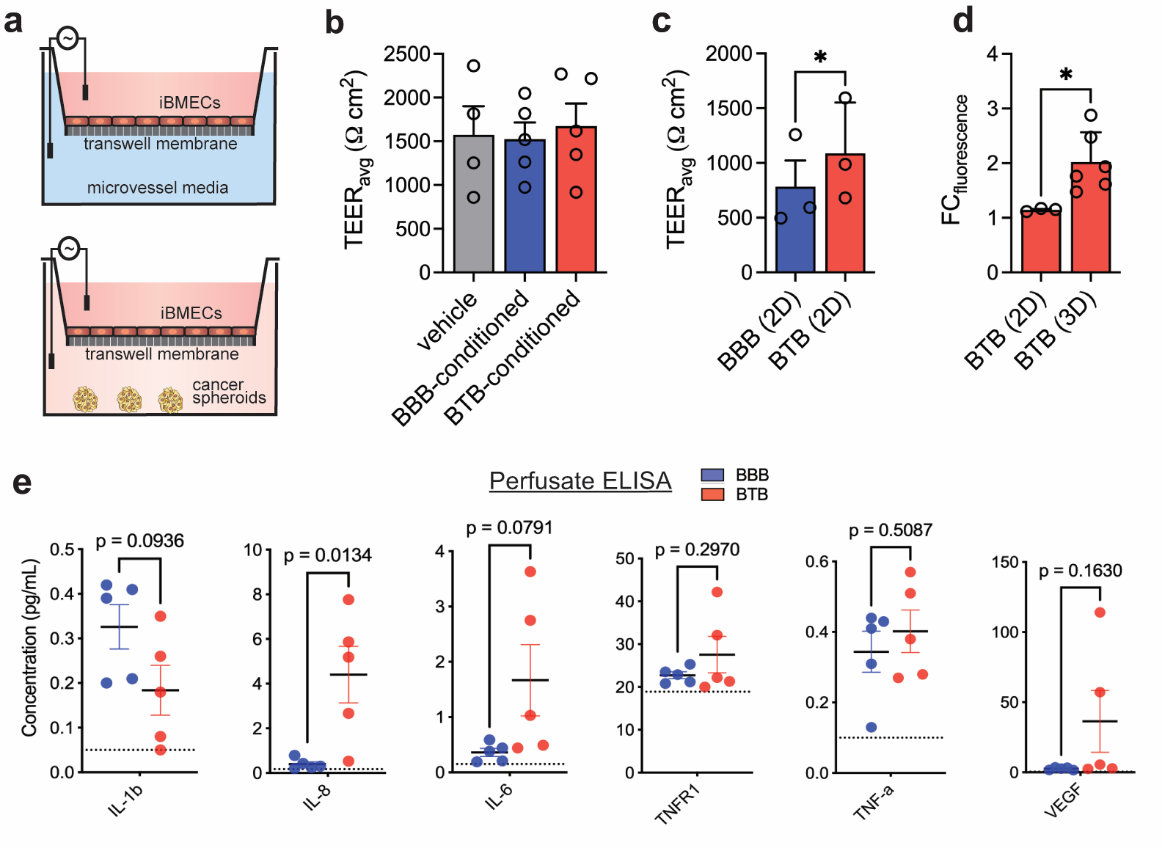

# Figure S5. Exploring chemical microenvironmental regulation of the BTB..

# (a) Schematic of 2D Transwell experiments. iBMECs were cultured on a porous membrane and either exposed to microvessel-conditioned media or cancer spheroids in the basolateral chamber. Transendothelial electrical resistance (TEER) is measured daily.

# (b) BBB and BTB-conditioned media does not alter average TEER of iBMECs over six days of exposure (*n* = 4 – 5 biological replicates).

# (c) The presence of cancer cells in the basolateral chamber increases average the TEER of iBMECs (*n* = 3 biological replicates).

# (d) Quantification of spheroid fluorescence between 2D and 3D models. Fold change (FC) represents fluorescence on day 6 compared to day 1 (*n* = 3 and 6 biological replicates, respectively, where individual values represent average fold change across all spheroids in a Transwell or 3D microvessel).

# (e) ELISA results across six analytes (*n* = 5 perfusates from BBB and BTB microvessels at day 2). Dotted black lines show values obtained from fresh media not conditioned in microvessels.

# Data are presented as mean ± SD. * *p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

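Bulk RNA was sequenced from 9 libraries on day 2, 3 each of BBB microvessels, BTB microvessels and BTB microvessels with macrophages. The authors washed the channels with PBS, lysed the cells by perfusion, prepared the libraries with SMART-Seq and read them as paired reads on an Illumina NovaSeq. The authors aligned the reads to GRCh38, counted them with Rsubread and compared groups with DESeq2. The values used here are FPKM made by the authors and deposited per library and gene; the paper's text does not say how the FPKM were made. The deposited sums of FPKM per library ran from 429626 to 455736, with 15344 to 17838 genes above 0 and 9.154% to 13.71% of the sum in the 10 most abundant genes.

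Of the genes in the file, 107 on chromosome Y or acting on the inactive X chromosome were left out, and 27745 were matched by Entrez identifier to the GRCh38 annotation from which positions are given. A gene was tested if it reached 1 FPKM in at least 3 of the 9 libraries, which kept 13259 genes. FPKM are not counts, so log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and moderated variances with an intensity trend. The 3 comparisons of the groups were taken from this fit, and every adjusted p is from limma with the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and no minimum fold. No fold change is given against a group with every library at 0. The replicate numbers were not used to pair libraries in the main fit. Principal components used the 500 most variable genes, and a gene counted as absent below a mean of 0.1 FPKM.

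The scale behind each library was read from short single-exon RNA genes, whose FPKM are whole multiples of the value of 1 read. It was the smallest scale at which at least 85% of these genes came within 0.1 reads of a whole number, over values of at most 5 reads, refined by the median. An earlier rule took the scale with the best share and was changed after BTB replicate 1 came out at 2 times its scale. In genes held out from this choice, 98.77% to 100% were whole, against 20% by chance. A scale of 75.25 (the median, in units of 1e6 fragments) makes 1 FPKM in a gene of 1 kb about 75.25 fragments.

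Gene lists came from 2 sources. The 33 textbook lists were written with the supplementary table of differentially expressed genes of these samples already seen, so they are not independent of its outcome, and 32 had at least 5 tested members; the list of mitochondrially encoded transcripts had 0 tested. The 18 study lists hold the genes the paper names in its RNA text and figures. The textbook lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. The Hallmark gene sets of the paper were not used here.

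The genes to be named in the text were set by a rule. It takes every gene the paper names in its RNA text, Figs. 5a, 5b, 6d and S3b; per comparison the 10 largest positive and the 10 largest negative log2 fold changes past the threshold with a mean of at least 5 FPKM in the higher group and no overlap between libraries; and from each list up to 4 passing members of smallest adjusted p and the 2 members of highest mean. Values of the first group had been seen in the paper's tables. The text does not print every gene the rule takes: after their values were seen, most genes below the filter, some list members of highest mean and some passing list members of the macrophage group against BBB were left out.

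The alternatives were a pseudocount of 0.1, no filter, median-of-ratios rescaling, only the 2 groups compared, the replicate number as a block, array weights, no intensity trend, and each library left out in turn. A covariate of the mean log2 level of cancer-testis antigens was added after the results were seen. The steps were also tested on simulated data with the spread of these libraries, with changes planted in 50 genes of each size, chosen among genes averaging above 5 FPKM, for the comparison of BTB with BBB. They recovered 34% of genes with a log2 change of 1, 96% at 2, 22% at -1 and 92% at -2, with 8 false among 130 calls. Immunofluorescence, ELISA, permeability, imaging and the patients' endothelial transcriptomes were not analysed here.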

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

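The tests on genes absent from BBB libraries, with and without cancer-testis antigens, on pluripotent markers, on endothelial genes, on granule genes and on BTB libraries alone were chosen after the result was seen. The test of the ratio of macrophage-group replicates and the splits of libraries were written before.

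SLPI (mean 325 FPKM in BTB, 0.0519 in BBB), CHCHD2 (113 against 0.0117), MAGEC2 (22.8 against 0), MAGEA6 (30.2 against 0) and SNAR-B2 (1030 against 14.1) were picked out because they are large signals between BBB and BTB libraries that the paper does not discuss. AZU1, a neutrophil granule gene, was picked out for the same reason, with 8.16 FPKM with macrophages and 0 in BTB.

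Genes higher in BTB libraries include 55 with a mean below 0.1 FPKM in BBB libraries, and a possible technical source is RNA of JIMT-1-BR cells in the lysate. PRSS3 is among them, and the paper reports more PRSS3 protein in BTB microvessels by immunofluorescence. The paper also states that the lysed microvessels showed no mosaic vessels. From 1 source these 55 genes should rise and fall together. Within the macrophage group, 90.91% of them were highest in replicate 3, against 38.95% of 13204 other genes. That replicate was picked because cancer-testis antigen RNA is highest there, and 90% of the 50 genes left without those antigens were also highest in it. A response of iBMECs that follows the amount of cancer cells would give the same, so this share cannot tell such a response from RNA of cancer cells. It also covers the macrophage group only. In the BTB libraries, where the pattern lies, a common rise and fall of these genes was not tested. There KRT5 measured 55.8 ± 25.3 FPKM (SD, n = 3) and SLPI 325 ± 70.2 FPKM, a smaller spread for its level, and MAGEC2 varied far less than either. For interferon and MHC class I genes the median log2 ratio of macrophage-group replicate 3 to replicate 2 was 0.0847, against 2.55 for the absent genes. The difference was -2.46 (95% bootstrap interval over genes -3.37 to -1.69). This met the bound written before as the outcome that goes against RNA of cancer cells as the source. The interval takes genes as independent and rests on 1 library per side, so it does not measure the spread between libraries. The BBB level of these genes had a median of 8.1% of BTB (from 0 to 45.8%). That median lay under the limit of 10%, set before it was seen, above which the test would have been void. The ratio was not computed again with the BBB level subtracted. Both replicates hold THP-1 macrophages, which could add these transcripts, so the bound may not apply to BTB libraries. That addition was not tested. With macrophages against BTB, 1 of 36 interferon-stimulated genes and 0 of 14 MHC class I genes passed, though both lists were higher with the preset correlation. In BTB libraries alone, with the BBB mean subtracted, the difference was -0.0351 for replicate 2 against 1 and -1.02 for replicate 3 against 1 (95% bootstrap interval over genes -2.04 to -0.322). RNA of cancer cells and a response of iBMECs therefore cannot be told apart for the interferon and MHC class I genes, and a response of iBMECs stays untested.

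Genes lower in BTB libraries (35, median log2 fold change -1.59, the smallest fall -0.858) were weighed against dilution by RNA of JIMT-1-BR cells. Dilution would lower alike all transcripts of iBMECs that the cancer cells lack. The 4 of 16 tested endothelial genes with at least 5 FPKM in BBB had a median of 0.434, above that smallest fall. They were CDH5 (0.544), SOX7 (0.324), EGFL7 (0.662) and EPAS1 (0.0248), with standard errors from 0.291 to 0.465. These values argue against dilution as the whole cause only if JIMT-1-BR cells do not express the 4 genes. No library of those cells alone was available to show this. Whether dilution adds a part stays open: the pluripotent markers with at least 5 FPKM in BBB had a median of -0.756 (8 genes, from LIN28A at -0.946 to LEFTY2 at 1.72), above the bound of -0.8 that would speak against it, but by less than their spread. Lower expression in iBMECs stays untested. The 6 libraries make too few splits for a share under 0.05: the real split calls 264 genes, 1 of 10 splits is as large, and the highest other calls 0.

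Macrophage genes higher with macrophages were weighed against RNA of THP-1 macrophages in the lysate. THP-1 cells carry promyelocytic granule transcripts, and 4 of 5 tested granule genes were higher: AZU1, RNASE2 (3.49 ± 0.744 FPKM), CFD (0.971 ± 1.02 to 14.3 ± 3.64 FPKM) and PRTN3 (6.24 ± 5.2 FPKM), with RNASE2 and PRTN3 listed at 0 in BTB; AZU1 passed with each library left out, RNASE2 in 5 of 9 such fits (adjusted p at most 0.0749, without BTB replicate 2), CFD in 3 (0.149 without BTB replicate 1) and PRTN3 in 1 (0.157 without BTB replicate 2). Of 12 listed granule genes only 5 could be tested. A gene at 0 in the BBB and BTB libraries could reach the filter only through the macrophage libraries, so the share of 4 of 5 was partly set by the filter. Granule genes read with macrophages are what RNA of THP-1 macrophages would give, and a response of iBMECs that adds to it was not tested. The splits of these libraries are too few for a share under 0.05, with 30 genes in the real split, 1 of 10 as large and 1 in the highest other; the comparison of the macrophage group with BBB gives 594, 1 of 10 and 0.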

How the results depend on the processing

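Among results that passed in the main fit or under the setting, no named gene turned direction and 4 lists did; with neither past the threshold, 65 values of named genes and 21 of lists turned in at least 1 setting. The counts that moved by over 1.5 times follow, and the cause was not tested. BTB against BBB, higher (229): 31 with no filter, 463 with only the 2 groups compared, 729 with array weights, 143 with no intensity trend, and 71 to 560 with 1 library left out. Lower (35): 6, 106, 237 (no filter, 2 groups, array weights) and 10 to 128 with 1 library left out. Genes the paper names (22): 2 with no filter, 36 with 2 groups, 43 with array weights, 14 with no intensity trend and 6 to 41 with 1 library left out. Lists (11 higher, 1 lower): 0 and 0 with an estimated correlation, and with fry 12 past and 0 lower. Macrophage group against BTB, higher (30): 12 with pseudocount 0.1, 79 with array weights, 46 with no intensity trend and 20 to 27 with 1 library left out; lower (0): 1 with a replicate block, 16 with array weights, 6 with the cancer-testis covariate and 0 to 2; genes the paper names (3): 10 with array weights, 5 with no intensity trend and 1 to 3; lists (6 higher, 6 lower): 2 lower with array weights, 3 and 0 with an estimated correlation, 3 and 0 with fry, and 5 to 9 higher and 4 to 7 lower with 1 library left out. Without replicate 3 of the macrophage group, 4 lists turned from higher to lower in BTB + macrophages vs BTB, by limma's camera (adjusted p without it, then lowest and highest with 1 library left out): list cytosolic heat shock response 0.0416 (0.0416 to 0.994), list basal and squamous carcinoma markers 0.0343 (1.1e-05 to 0.897), list cancer-testis antigens 0.439 (2.31e-06 to 0.439) and list HER2 amplicon genes (17q12) 0.0343 (0.0012 to 0.998). Macrophage group against BBB, higher (483): 173 with no filter, 314 with 2 groups, 1251 with array weights and 249 to 809; lower (111): 37, 67, 774 and 29 to 233; genes the paper names (34): 17 with no filter, 59 with array weights and 20 to 47; lists (13 higher, 3 lower): 4 and 0 with an estimated correlation, 1 lower with array weights, 1 lower with fry, and 11 to 14 and 1 to 4 with 1 library left out. Of the principal component shares, PC1 (70.1%) held 42.13% over all filtered genes and 57.09% with pseudocount 0.1. Replicates share only a number: the block gave 332 higher and 43 lower for BTB against BBB, and not every library correlated best with its own number. BTB 2 and 3 did with the macrophage group (0.19 and 0.124) and BTB 1 did not (0.0033, against 0.0917 with 3); BBB 2 did with BTB (0.0852) and with the macrophage group (0.013), and BBB 1 and 3 did with neither. At the lowest scale (69.63, in units of 1e6 fragments) a gene of 1 kb at 0.1 FPKM holds fewer than 10 fragments, so levels near 0 are coarse.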

Differences from the paper's values

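All settings used here apply an adjusted p under 0.05, the paper's stated threshold, to FPKM with limma where the authors tested counts with DESeq2.

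The paper reports 988 genes higher in BTB than BBB, and 229 were higher here; array weights (729) was the only setting near the paper's number. It reports 480 lower, and 35 were lower here, with no alternative near it (at most 237, with array weights). With macrophages the paper reports 142 higher and 52 lower, against 30 and 0 here, with no alternative near either (at most 79 and 16, with array weights). The paper states approximately 20 (in 1e6) paired reads per sample, and the median scale behind the FPKM was 75.25; no alternative bears on it. Of the paper's listed genes that could be tested, all moved in the paper's direction here: 884 higher and 390 lower in BTB, 69 higher and 27 lower with macrophages. Of these, 203, 29, 23 and 0 passed here, and 771, 302, 68 and 20 had an unadjusted p under 0.05.

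Several genes that the paper lists as altered moved in its direction without passing here. In BTB against BBB, ICAM1 passed with only the 2 groups compared (adjusted p = 0.0447), a replicate block (0.0213), array weights (0.00197) and without BBB replicate 1 or macrophage-group replicate 2 or 3. CASP8 passed with 2 groups (0.0488), array weights (0.0051) and without macrophage-group replicate 3 (0.0274). Array weights called TNFRSF21 (0.0169), TNFRSF1A (0.00971), VEGFA (0.0184), IL18R1 (0.044), ITGA5 (0.0115) and ERBB2 (0.0242). CCL2, MMP9, ADAM9 and COL6A1 passed with 2 groups (0.0447, 0.0397, 0.0142 and 0.00381) and with array weights (0.0176, 0.00304, 0.00375 and 0.000889), and COL6A1 also with a replicate block (0.0414). Of other genes labelled in Fig. 5a, IRF9 passed with median-of-ratios rescaling (0.0468), 2 groups (0.0337), a replicate block (0.0154), array weights (0.00445) and without BTB replicate 3 (0.0481) or macrophage-group replicate 2 or 3 (0.0294 and 0.0112), and FOSL1 with 2 groups (0.00376), a replicate block (0.0303), array weights (0.00132) and without macrophage-group replicate 2 or 3 (0.0162 and 0.00103). CXCL14 and CXCL16 passed with 2 groups (0.00922 and 0.0297), array weights (0.0102 and 0.00229) and without macrophage-group replicate 2 (0.0136 and 0.036) or 3 (0.0374 and 0.0114), IL15RA with pseudocount 0.1 (0.0378), 2 groups (0.0314), array weights (0.0244) and without macrophage-group replicate 3 (0.0386), and SMAD6 (lower) with none. HSPA1B (higher) passed with 2 groups (0.00283), array weights (0.0051) and without macrophage-group replicate 3 (0.00055). CNN1 passed only without macrophage-group replicate 3 (0.0329). SOX18 passed with pseudocount 0.1, 2 groups or array weights, and WNT5A (lower) and TNFRSF9 with no setting. Leaving out macrophage-group replicate 3 also called TNFRSF1A (0.0334), VEGFA (0.0386), ITGA5 (0.0419), ERBB2 (0.0392), SOX18 (0.00452), CCL2 (0.0114), MMP9 (0.0133), ADAM9 (0.00744) and COL6A1 (0.000825); leaving out its replicate 2 called MMP9 (0.0487), ADAM9 (0.0348) and COL6A1 (0.0254), and its replicate 1 CCL2 (0.0485). With macrophages, IRF5 passed with no filter, array weights and no intensity trend (0.047, 0.0223 and 0.0186), CASP1 with the same 3 (0.00713, 0.034 and 0.0203), and CCL5 with array weights (0.00467), no intensity trend (0.0237) and without macrophage-group replicate 2 (0.023). COL17A1 and COL5A2 (lower) passed with array weights (0.0246 and 0.0222), ITGA9 (higher) with array weights (0.0282), PRSS8 (lower) with array weights (0.0222), COL3A1, CD68, TNFRSF25 and GJA4 with none, and TLR1 and TLR2 fell below the filter. CD14, a macrophage transcript of Fig. S3b, passed.

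The paper states that macrophage marker genes were not broadly upregulated. Here 9 of 24 tested textbook markers (55 listed) were higher, and 1 of 2 tested of the paper's own 5. A marker at 0 in the BBB and BTB libraries could reach the filter only through the macrophage libraries, so the tested share overstates the rise. The tests of this list were partly set by the filter in the same way. The paper states that breast cancer marker genes were not broadly upregulated. Of its list (12 listed) 2 of 8 tested were higher here, and of the basal and squamous carcinoma list (38 listed) 16 of 27 tested. The second list was written with the paper's table of differentially expressed genes already seen, so its share is not independent evidence.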

Other observations

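SLC40A1, the iron exporter, fell from 35.5 ± 2.45 FPKM in BBB to 11.8 ± 2.4 FPKM in BTB microvessels (SD, n = 3; log2 fold change -1.52, adjusted p = 0.00693). The caveolins CAV2 (5.01 ± 0.875 to 17.4 ± 1.22 FPKM, adjusted p = 0.0211) and CAV1 (23.8 ± 3.5 to 54.7 ± 8.06 FPKM, adjusted p = 0.0417) rose. SLC40A1 passed with each library left out, CAV2 in 3 of 9 such fits (adjusted p at most 0.109) and CAV1 in 2 (0.202), both highest without BTB replicate 1. They were the 3 of 32 tested barrier transporters and vesicle genes that passed (list adjusted p = 0.519), with SLC2A1, which encodes GLUT1, at 106 ± 13.4 and 105 ± 18.6 FPKM. ABCB1, which encodes P-glycoprotein, fell below the filter. HSPA1A, a stress chaperone whose near-identical copy HSPA1B makes its own level uncertain, rose from 15.2 ± 1.83 to 103 ± 21.9 FPKM (adjusted p = 0.0384), and the metallothionein MT2A from 217 ± 53.4 to 1203.92 ± 519 FPKM (adjusted p = 0.0373), and with 1 library left out they passed in 2 and 3 of 9 fits (at most 0.182 and 0.195, without BTB replicate 1).

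Of the 6 perfusate proteins of the paper, 4 had testable genes: CXCL8 was higher in BTB (2.63 ± 1.42 FPKM, listed at 0 in BBB, adjusted p = 0.0385; kept in 2 of 9 fits with 1 library left out, at most 0.185, without BTB replicate 1), and TNF measured 2.61 ± 2.63 and 3.85 ± 1.2 FPKM (adjusted p = 0.652). With macrophages none of the 4 passed against BTB. Higher in BTB than BBB were also TRIB3 of the unfolded protein response (6.37 ± 3.72 to 42.8 ± 5.27 FPKM, adjusted p = 0.0108; lost without BBB replicate 2 or BTB replicate 1, at most 0.0642) and the NRF2 targets SRXN1 (21.2 ± 1.92 to 56.9 ± 9.32 FPKM, adjusted p = 0.0263) and OSGIN1 (0.0219 ± 0.0379 to 2.58 ± 1.67 FPKM, adjusted p = 0.0417), which kept their calls in 3 and 2 of 9 fits with 1 library left out (at most 0.15 and 0.194, without BTB replicate 1). S100A8, of the carcinoma list and also a myeloid gene, rose from 0.983 ± 1.36 to 14.9 ± 2.79 FPKM with macrophages (adjusted p = 0.00552) and passed with each library left out. Of the genes the paper names, SPP1, TRPV6, ERBB3, ELF3, ESRP1, CDH3, TP53, CCNE1, NES, WFDC2, HSPA1B, IL15RA, FOSL1, CXCL14, IRF9, CXCL16 and SMAD6 did not pass in BTB against BBB (adjusted p = 0.0516 for IRF9, 0.0659 for FOSL1 and 0.147 for HSPA1B). With macrophages against BTB, TNFRSF25, ITGA9, PRSS8 and GJA4 did not pass (lowest 0.123, PRSS8).

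Cell cycle genes had a list adjusted p of 0.000194 in BTB against BBB, lower, and an adjusted p of 0.322 with an estimated correlation, with none of 46 passing (5 lower when adjusted over the list alone). MCM5 measured 103 ± 8.14 and 62.8 ± 5.71 FPKM (adjusted p = 0.0659). Lysosome and lipid genes of macrophages were higher in BTB (adjusted p = 0.0423, and an adjusted p of 0.152 with an estimated correlation; CD68 and IFI30 of 23 passed, in 5 and 6 of 9 fits with 1 library left out, at most 0.0646 without BTB replicate 1 and 0.07 without BTB replicate 3). Other lists did not pass in BTB against BBB: p53 targets 0.93, cholesterol 0.742, heat shock 0.0733, unfolded protein response 0.146, NRF2 and redox 0.211, monocyte and macrophage markers 0.742, granule genes 0.742, pluripotent markers 0.742, mesenchymal 0.728, neural 0.845 and housekeeping 0.452 (adjusted p by camera). ACTB and GAPDH, of the last list, measured 7933.83 and 9750.4 FPKM, and 2233 and 2257 FPKM.

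With macrophages against BTB, the lists higher beyond those at the claims were cancer-testis antigens (adjusted p = 0.0467, and 0.686 with an estimated correlation) and granule genes (5.42e-30, and 0.00157). Granule genes at 0 in the BBB and BTB libraries could reach the filter only with macrophages, so the filter partly set their test. Lists lower were cholesterol (0.0278, and 0.175), immediate early (0.0426, and 0.586), junctions (0.00011, and 0.257) and pluripotent markers (0.00629, and 0.396). Not past were adhesion 0.696, TNF receptors 0.626, apoptosis 0.626, p53 0.083, hypoxia 0.313, complement 0.696, Wnt 0.114, Notch 0.81, cell cycle 0.388, heat shock 0.948, unfolded protein response 0.484, NRF2 0.626, transporters 0.3, endothelial identity 0.266, angiogenic 0.496, basal carcinoma 0.338, HER2 amplicon 0.388, neural 0.388 and housekeeping 0.328.

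The macrophage group against BBB, which the paper's text does not compare, had 483 genes higher and 111 lower by limma (21.93% without overlap, against 10% by chance). ICAM1 measured 28.8 ± 22.3 FPKM with macrophages and passed against BBB (log2 fold change 2.91, adjusted p = 0.0245), but not without BBB replicate 2 (0.102) or 3 or macrophage-group replicate 1 or 3, nor with no filter (0.154), only these 2 groups fitted or no intensity trend. COL17A1 and COL5A2 were lower than in BBB (adjusted p = 0.00809 and 0.0078), and the drug exporter ABCG2 fell from 29.4 ± 3.4 to 12.1 ± 2.6 FPKM (adjusted p = 0.0161). COL5A2 passed with each library left out, COL17A1 in 8 of 9 such fits (0.051 without BBB replicate 3) and ABCG2 in 6 (at most 0.0816, without BBB replicate 2). The other 8 of the 10 largest decreases, beside COL5A2 and PCAT14, were RNU6-8, SNORD110, GABRP, TMPRSS4, MIR93, MRGPRX1, RNASE1 and CYP1A1 (adjusted p = 0.0372, 0.013, 0.0143, 0.00879, 0.0383, 0.0471, 0.00904 and 0.0229); TMPRSS4 and RNASE1 passed with each library left out and the others in 4, 6, 6, 4, 2 and 4 of 9 fits (at most 0.14 without BBB replicate 1, 0.0631 and 0.0769 without BBB replicate 3, 0.16 without BBB replicate 2, 0.16 without macrophage-group replicate 1 and 0.105 without BBB replicate 2). Interferon-stimulated genes (27 of 36 higher, adjusted p = 1.9e-48, and 0.071 with an estimated correlation) and MHC class I genes (13 of 14, 2.6e-29, and 0.0414) were among the 13 lists higher, with NF-kB 1.31e-09 (0.071), apoptosis 0.0436 (0.232), complement 0.000187 (0.0854), immediate early 0.0015 (0.284), endothelial identity 0.0444 (0.169), basal carcinoma 8.49e-44 (0.0854), cancer-testis 1.11e-14 (0.0873), HER2 amplicon 0.000187 (0.298), macrophage markers 1.05e-41 (0.00114), granule genes 1.66e-10 (0.0128) and lysosome 1.23e-16 (0.00849). Cell cycle 0.00999 (0.362), junctions 0.0319 (0.334) and pluripotent markers 0.0436 (0.362) were lower. Cancer-testis, macrophage and granule genes at 0 in BBB could reach the filter only through the other groups, so the filter partly set these list tests.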
